# mRNA and miRNA expression profiles in an ectoderm-biased substate of human pluripotent stem cells

**DOI:** 10.1038/s41598-019-48447-z

**Published:** 2019-08-15

**Authors:** Shuuji Mawaribuchi, Yasuhiko Aiki, Nozomi Ikeda, Yuzuru Ito

**Keywords:** Stem-cell differentiation, Embryonic stem cells

## Abstract

The potential applications of human pluripotent stem cells, embryonic stem (ES) cells, and induced pluripotent stem (iPS) cells in cell therapy and regenerative medicine have been widely studied. The precise definition of pluripotent stem cell status during culture using biomarkers is essential for basic research and regenerative medicine. Culture conditions, including extracellular matrices, influence the balance between self-renewal and differentiation. Accordingly, to explore biomarkers for defining and monitoring the pluripotent substates during culture, we established different substates in H9 human ES cells by changing the extracellular matrix from vitronectin to Matrigel. The substate was characterised by low and high expression of the pluripotency marker R-10G epitope and the mesenchymal marker vimentin, respectively. Immunohistochemistry, induction of the three germ layers, and exhaustive expression analysis showed that the substate was ectoderm-biased, tended to differentiate into nerves, but retained the potential to differentiate into the three germ layers. Further integrated analyses of mRNA and miRNA microarrays and qPCR analysis showed that nine genes (*COL9A2*, *DGKI*, *GBX2*, *KIF26B*, *MARCH1*, *PLXNA4*, *SLC24A4*, *TLR4*, and *ZHX3*) were upregulated in the ectoderm-biased cells as ectoderm-biased biomarker candidates in pluripotent stem cells. Our findings provide important insights into ectoderm-biased substates of human pluripotent stem cells in the fields of basic research and regenerative medicine.

## Introduction

Cell therapies can target various human diseases and regenerative medicine applications through the use of different cell lines, including neural stem cells, mesenchymal stem cells, hematopoietic stem cells, and differentiated cells from embryonic stem (ES) cells and induced pluripotent stem (iPS) cells^1–3^. In particular, both ES cells and iPS cells have broad applications in various disease states^2,3^. However, the pluripotency levels and differentiation propensities of these cells vary dramatically^4–6^. In addition, cell culture conditions, such as growth media, extracellular matrices, and environmental cues, influence the balance between self-renewal and differentiation^7–9^. Recently, Allison *et al*. reported that *GATA6*-positive ES cells exhibit an endoderm-biased pluripotent substate^10^. Therefore, precisely defining and monitoring the pluripotent substates of ES and iPS cells is important for basic research and clinical applications.

ES and iPS cells are powerful resources for regenerative medicine; thus, biomarkers play important roles in defining and monitoring cell evaluation during culture^2,3^. To identify biomarkers and molecular targets for disease diagnosis and cell state evaluation by investigating exhaustive expression pattern, DNA microarray, RNA-seq, microRNA (miRNA) microarray, and proteomics are novel and robust technologies^7,11–14^. Exosomes are major extracellular vesicles produced in the endosomal compartment of cells^15^. miRNAs within cells could be released extracellularly by exosomes or cell damage^16–18^. The miRNAs found in exosomes and damaged cells derived from the serum, plasma, urine, and culture medium are expected to be useful as noninvasive biomarkers^16–18^. Furthermore, the integration of miRNA target prediction and mRNA transcriptomics approaches may provide new candidates for high-quality and reliable biomarkers^19,20^.

Few reports have described biomarkers that can be used to evaluate pluripotency during the earliest stages of differentiation and in germ layer-biased substates in human pluripotent stem cells^10^. Accordingly, to explore biomarkers for defining and monitoring the pluripotent substates during culture, we established different substates in H9 human ES cells by changing the extracellular matrix from vitronectin to Matrigel. We then evaluated the expression patterns of various markers, examined the differentiation potential of the cells, and performed integrated analyses of mRNA and miRNA microarrays of the cells and exosomes to explore high-quality and reliable biomarkers. Our findings provided insights into the use of biomarker candidates during the earliest stages of ectodermal differentiation.

## Results and Discussion

### Changes in the extracellular matrix induced two different substates in H9 cells

Pluripotent stem cells require a balance between self-renewal and differentiation, and various factors (e.g., growth media, extracellular matrices, and environmental cues) are crucial for the maintenance of pluripotency^8,9^. To establish techniques for quality evaluation of human pluripotent stem cells using biomarkers, we first examined the conditions for pluripotency in H9 human ES cells by changing the extracellular matrix. H9 cells cultured in TeSR-E8 on Vitronectin XF were transferred to Matrigel. Typical colonies were observed under both conditions, and colonies with wide intercellular spaces appeared under Matrigel conditions, as observed by bright-field microscopy (Fig. 1a). The epithelial-to-mesenchymal transition is observed during ES/iPS cell differentiation^21^. Accordingly, we performed immunocytochemistry with no permeabilisation using antibodies for the pluripotency marker R-10G epitope and the mesenchymal marker vimentin (Fig. 1a)^21,22^. Under vitronectin conditions, the R-10G epitope was highly expressed on the cell surfaces of almost all colonies. A few colonies showed vimentin expression. Under Matrigel conditions, colonies similar to those under vitronectin conditions showed strong expression of the R-10G epitope and almost no expression of vimentin. In contrast, colonies with wide intercellular spaces showed weak expression of R-10G epitope and strong expression of vimentin.

**Figure 1:**
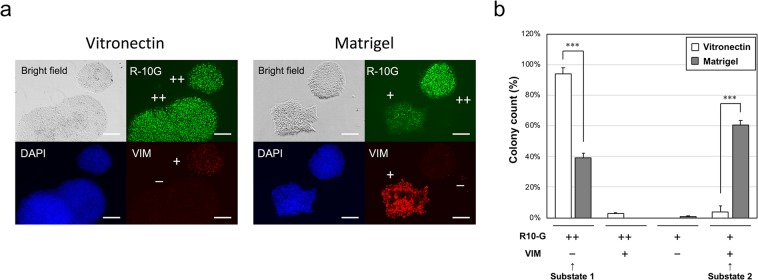
Expression pattern analysis of R-10G epitope and vimentin in H9 cells grown on vitronectin and Matrigel. (**a**) Immunohistochemistry with no permeabilisation using antibodies for a pluripotency marker (R-10G epitope) and a mesenchymal marker (vimentin [VIM]). Nuclei were counterstained with DAPI. The expression levels of R-10G epitope and VIM were classified as “++” and “+” or “+” and “−”. The scale bar represents 200 µm. (**b**) Colony distributions for R-10G epitope and VIM expression patterns. The colonies were manually counted (n = 100, in triplicate). Values are the means ± standard errors. *** indicates *P* < 0.001 by unpaired two-tailed t-tests. R-10G++/VIM− and R-10G+/VIM + colonies were classified as “substate 1” and “substate 2”, respectively.

We then counted the colony numbers according to staining categories (Fig. 1b). The percentages of R-10G ++/vimentin− colonies under vitronectin and Matrigel conditions were 94.0% and 38.8%, respectively. R-10G + and vimentin + colonies, which may represent decreased pluripotency compared with R-10G ++ and vimentin− colonies, clearly increased to 60.4% under Matrigel conditions, showing a greater increase than that under vitronectin conditions. Thus, changes in the extracellular matrix from vitronectin to Matrigel induced two different substates. These results also indicated that there was an inverse correlation between R-10G epitope and vimentin expression. Vitronectin XF consists of recombinant human vitronectin protein, whereas Matrigel consists of extracellular matrix proteins, including laminin, collagen IV, heparin sulphate proteoglycans, entactin/nidogen, and growth factors. By changing the extracellular matrix, various factors in Matrigel may affect H9 cells. Importantly, Li *et al*. suggested that Matrigel induces ectoderm differentiation of embryoid bodies^23^. Matrigel is known to be suitable for pluripotent stem cell culture under feeder-free conditions^24^, whereas changing the extracellular matrix should be performed more carefully. Based on bright-field and immunohistochemical observations, we designated R-10G ++ and vimentin− typical colonies as “substate 1” and R-10G + and vimentin + colonies with wide intercellular spaces as “substate 2”.

### Substate 1 and substate 2 cells showed reversibility

To investigate the reversibility between substate 1 and substate 2 cells, we examined whether substate 1 and substate 2 cells produced substate 2 and substate 1 cells, respectively. We performed live cell sorting of substate 1 and substate 2 cells by flow cytometry analysis using anti-vimentin antibodies. Substate 1 and substate 2 cells were separated from about 20% on the left and right sides of vimentin signals, respectively (Fig. 2a). Substate 1 and substate 2 cells were subcultured after sorting and were then used for flow cytometry analysis. The subcultured substate 1 and substate 2 cells consisted of both vimentin + and vimentin− cells (Fig. 2b,c). The subcultured cells were also immunostained using anti-R-10G and anti-vimentin antibodies. Both substate 1 and substate 2 cells produced R-10G ++/vimentin− and R-10G +/vimentin + colonies (Fig. 2d). These results indicated that substate 2 cells did not deviate irreversibly from substate 1 cells and that substate 1 and substate 2 cells could show reversibility of their substates.

**Figure 2:**
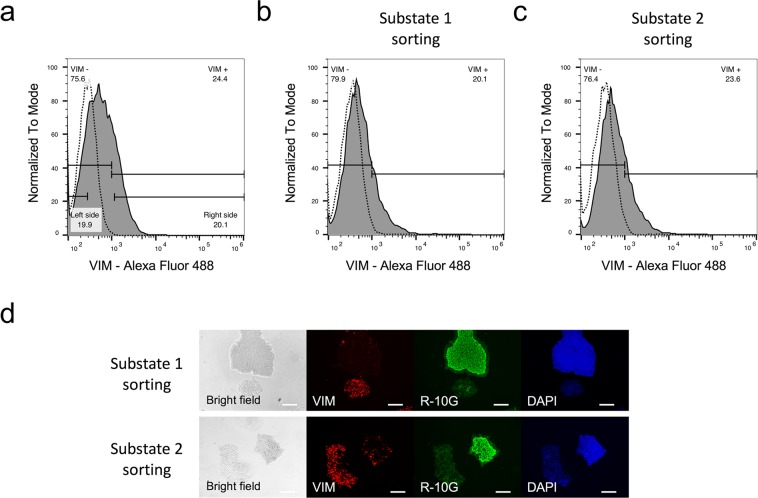
Flow cytometry and immunohistochemical analyses in the H9 cell cultured on Matrigel. (**a**–**c**) Histograms of the H9 cells incubated with anti-vimentin antibodies (solid line) or isotype control (dash line). The substate 1 and substate 2 cells were separated from approximately 20% on the left and right side of vimentin signals, respectively (**a**). Flow cytometry analyses of substate 1 and substate 2 passaged one time after sorting (**b**,**c**). Data are representative of three independent experiments. (**d**) Immunohistochemistry with no permeabilisation using antibodies for a pluripotency marker (R-10G epitope) and a mesenchymal marker (vimentin [VIM]). Nuclei were counterstained with DAPI. The scale bar represents 200 µm.

### Substate 2 cells showed decreased expression of some cell surface markers related to pluripotency

To characterise the two substates of H9 cells maintained on Matrigel with TeSR-E8 medium, we next performed immunocytochemistry with no permeabilisation using antibodies for cell surface markers of pluripotency and differentiation (Fig. 3a). The vimentin− and vimentin + colonies indicated substate 1 and substate 2 cells, as shown in Fig. 1, respectively (Fig. 3a). The cell surface markers SSEA-4 and TRA-1-60 characterise pluripotency, and the marker SSEA-1 characterises early differentiation in ES cells^25^. The epithelial marker E-cadherin has important functions in maintaining the pluripotency of iPS and ES cells^26^. Notably, the SSEA-4 signal was observed in both substate 1 and substate 2 colonies and could not be used to distinguish the substates (Fig. 3a). The TRA-1-60 signal was strong in substate 1 colonies and weak in substate 2 colonies, similar to the R-10G signal (Fig. 3a). E-cadherin was expressed only in substate 1 colonies but not in substate 2 colonies (Fig. 3a). The SSEA-1 signal for early differentiation was not detected in both substate 1 and substate 2 colonies (Fig. 3a), indicating that substate 2 cells were barely differentiated, as shown in Fig. 2. However, the expression patterns of the cell surface pluripotent markers SSEA-4, TRA-1-60, R-10G, and E-cadherin were different in substate 1 and substate 2 colonies.

**Figure 3:**
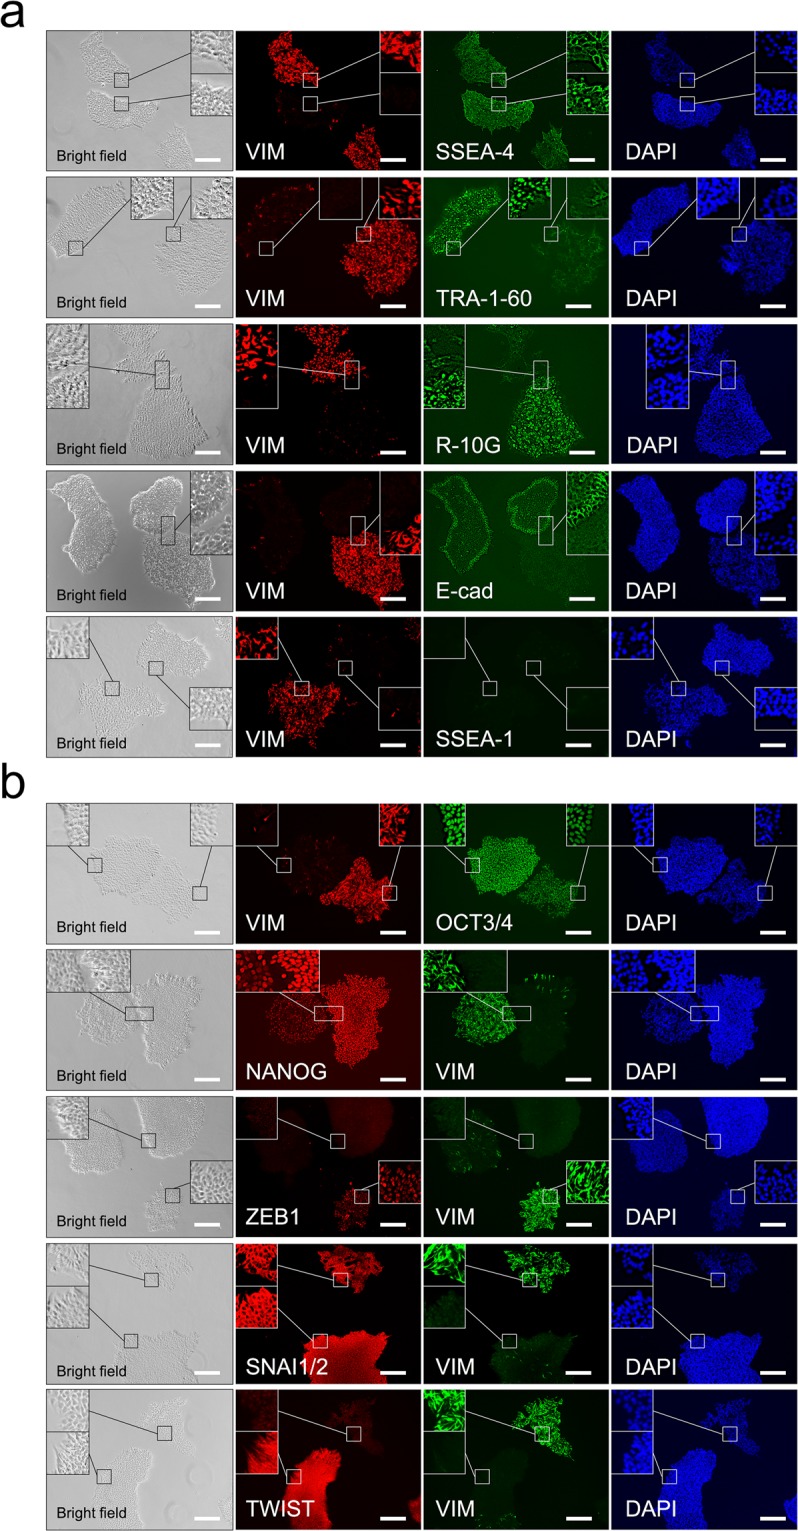
Immunohistochemical analysis of pluripotency, differentiation, and epithelial-to-mesenchymal transition markers in H9 cells cultured on Matrigel. (**a**) Immunohistochemistry with no permeabilisation using antibodies for vimentin (VIM), SSEA-4, TRA-1-60, R-10G, E-cadherin (E-cad), and SSEA-1. (**b**) Immunohistochemistry with permeabilisation using antibodies for VIM, OCT3/4, NANOG, ZEB1, SNAI1/2, and TWIST. Nuclei were counterstained with DAPI. The inset shows a 3 × enlargement of the figure. The scale bar represents 200 µm.

### ZEB1 was specifically expressed in the nucleus of substate 2 cells

Next, we performed immunocytochemistry with permeabilisation using antibodies for transcription factors related to pluripotency and the epithelial-to-mesenchymal transition (Fig. 3b). Oct3/4 and Nanog are critical transcriptional regulators underlying pluripotency in ES cells^27,28^. OCT3/4 and NANOG were expressed in the nuclei of both substate 1 and substate 2 cells (Fig. 3b). The expression levels were slightly weaker in substate 2 cells than in substate 1 cells. The transcription factors ZEB, SNAI, and TWIST are known to contribute to the epithelial-to-mesenchymal transition^21^. SNAI1/2 was expressed in the cytoplasm of both substate 1 and substate 2 cells, but not in the nucleus (Fig. 3b). TWIST was detected in the cytoplasm and nucleus of almost all cells and showed lower expression in substate 2 cells than in substate 1 cells (Fig. 3b). Importantly, ZEB1 was expressed only in the nucleus of substate 2 cells (Fig. 3b). The expression of the E-cadherin gene is negatively and directly regulated by numerous transcription factors, including ZEB1^29,30^. Thus, ZEB1 expression may repress E-cadherin and induce the endothelial-to-mesenchymal transition in substate 2 cells (Fig. 3).

### Substate 2 was an ectodermally biased pluripotent substate

To investigate differences in trilineage differentiation potential, substate 1 and substate 2 cells were concentrated by manually removing other cells and induced to differentiate into the three germ layers using a STEMdiff Trilineage Differentiation Kit. The induced cells were immunostained using antibodies for endoderm markers (SRY-box 17 [SOX17] and alpha-fetoprotein [AFP]), mesoderm markers (brachyury and α-smooth muscle actin [αSMA]), and ectoderm markers (orthodenticle homeobox 2 [OTX2] and neuron-specific class III beta-tubulin [TUJ1]) (Fig. 4)^31,32^. Endoderm- or mesoderm-induced cells of both substate 1 and substate 2 expressed SOX17 or brachyury in the nucleus and AFP or αSMA in the cytoplasm, respectively (Fig. 4). There were only minor differences in the expression levels of these targets in substate 1 and substate 2 cells. OTX2 expression in the nucleus did not differ between ectoderm-induced substate 1 and substate 2 cells (Fig. 4). Interestingly, TUJ1 was detected in the cytoplasm in ectoderm-induced cells of both substate 1 and substate 2, although only substate 2 cells formed neuron-like structures (Fig. 4). These results indicated that both substate 1 and substate 2 cells were able to differentiate into the three germ layers, i.e., endoderm, mesoderm, and ectoderm. Because ZEB1 controls neuron differentiation through transcriptional activation^33^, substate 2 cells expressing ZEB1 may differentiate more easily into ectoderm than substate 1 cells. In other words, substate 2 cells were ectoderm-biased pluripotent cells. Li *et al*. suggested that Matrigel induces ectoderm differentiation of embryoid bodies^23^. Wrighton *et al*. also reported that Matrigel inhibits mesendoderm differentiation of pluripotent stem cells^34^. These findings and our study indicated that Matrigel is an ectoderm-biased matrix.

**Figure 4:**
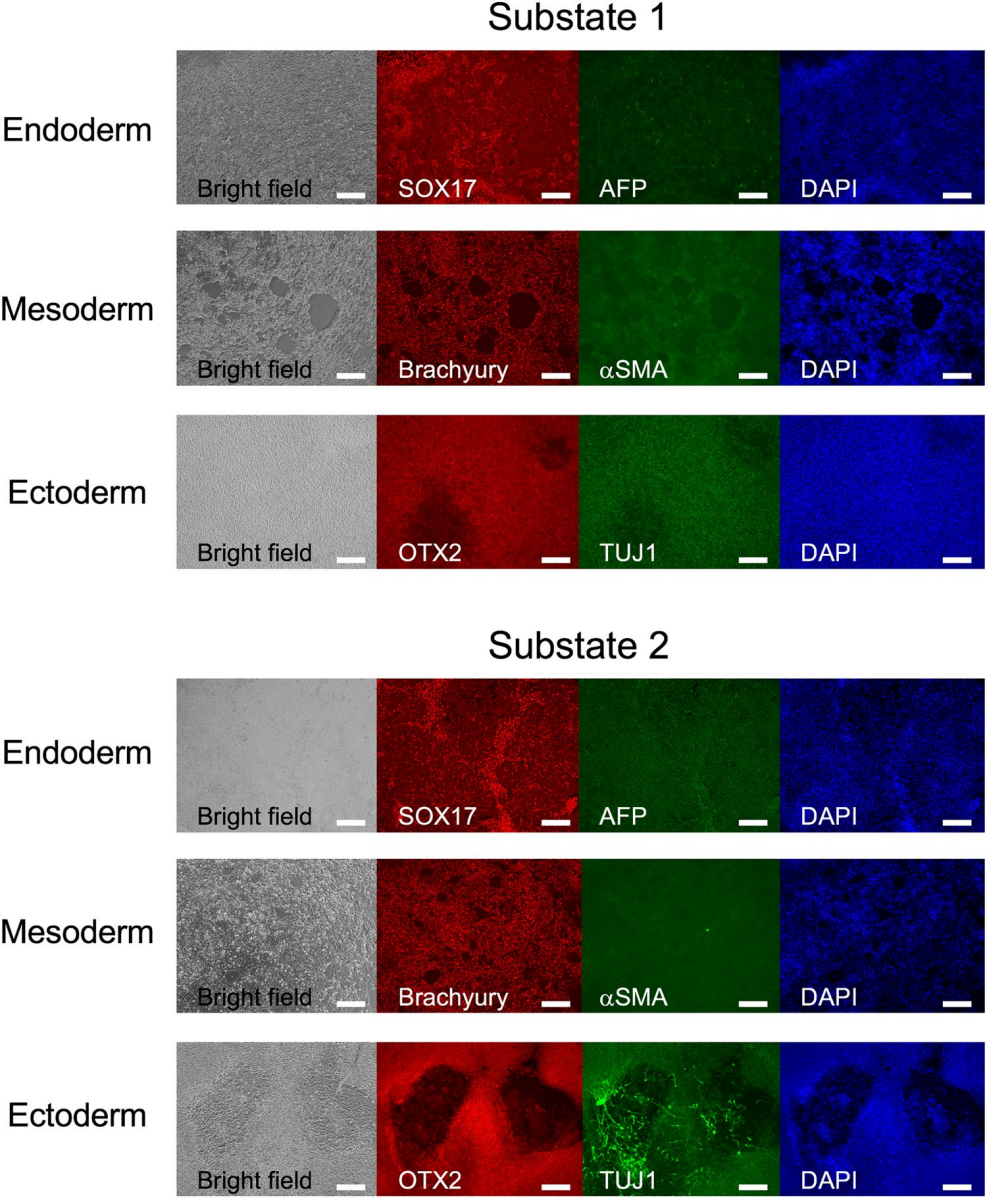
Immunohistochemical analysis of three germ layer markers in substate 1 and substate 2 of H9 cells. Immunohistochemistry with permeabilisation using antibodies for endoderm (SOX17 and AFP), mesoderm (brachyury and αSMA), and ectoderm (OTX2 and TUJ1) markers. Nuclei were counterstained with DAPI. The scale bar represents 200 µm.

### Ectoderm-biased substate 2 cells exhibited neural differentiation signals

We established ectoderm-biased substate 2 cells, which tended to differentiate into ectoderm. To explore new biomarkers for the ectoderm-biased pluripotent substate, a comparison of global gene expression profiles between substate 1 and substate 2 cells was performed by DNA microarray analysis using Z-score (Supplementary Table S1 and Supplementary Fig. S1). We found 1764 and 1932 mRNAs showing significant up- or downregulation in substate 2 cells compared with that in substate 1 cells, respectively (Figs 5a and S1). After conversion of HGNC symbols to NCBI Entrez Gene IDs, 902 upregulated and 1016 downregulated mRNAs were obtained (Fig. 5a). We then performed gene ontology (GO) enrichment analysis using the NCBI Entrez Gene IDs (false-discovery rate [FDR] ≤ 0.05, fold enrichment ≥ 1.5), and seven neuron-related GO terms were specifically detected in biological process in the upregulated mRNAs, as expected (Fig. 5a and Supplementary Tables S2–S3).

**Figure 5:**
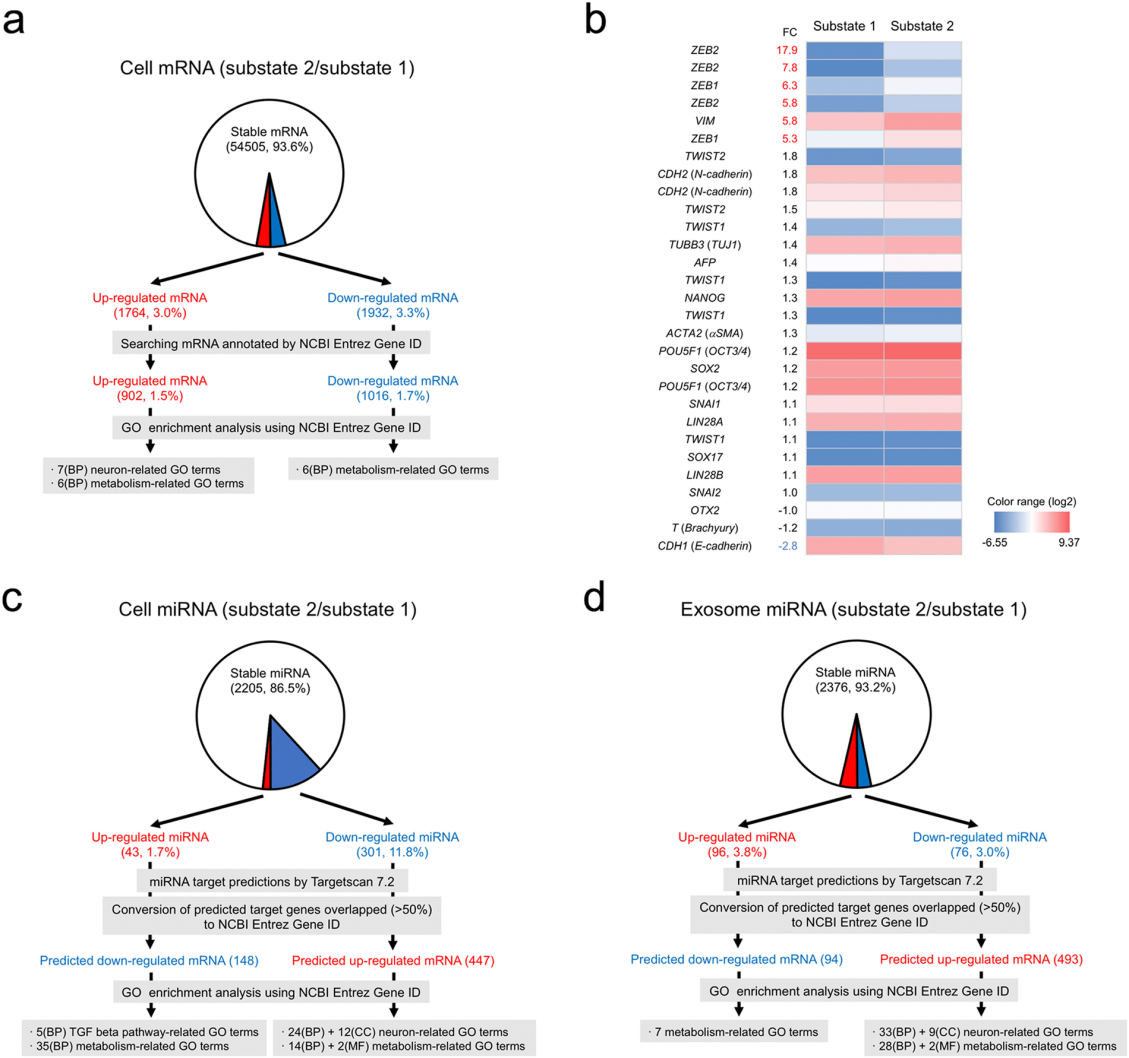
mRNA and miRNA expression analysis for cells in substate 1 and substate 2. (**a**) mRNA microarray analysis. Analysis of significance was performed using Z-score of substate 2 versus substate 1 (see Supplementary Fig. S1). The symbols of the obtained mRNAs were converted to NCBI Entrez Gene IDs by BioMart based on GRCh38.p12. GO enrichment analysis was performed using the IDs (false-discovery rate [FDR] ≤ 0.05, fold enrichment ≥ 1.5; see Supplementary Tables S2–S3). (**b**) Heat map showing pluripotency, epithelial-to-mesenchymal transition, and trilineage markers. The map was constructed using the mRNA microarray data of pluripotency markers (*CDH1* [E-cadherin], *CDH2* [N-cadherin], *LIN28A*, *LIN28B*, *NANOG*, *POU5F1* [*OCT3/4*], and *SOX2*), epithelial-to-mesenchymal transition markers (*SNAI1*, *SNAI2*, *TWIST1*, *TWIST2*, *ZEB1*, *ZEB2*, and *VIM*), and trilineage markers (*ACTA2* [*aSMA*], *AFP*, *OTX2*, *SOX17*, *T* [brachyury], and *TUBB3* [*TUJ1*]) (see Supplementary Table S4). The red and blue coloured fold change (FC) numbers indicate significantly higher and lower expression in substate 2 than in substate 1, respectively. (**c** and **d**) miRNA microarray analysis of the cells (**c**) and exosomes (**d**). The miRNAs that showed a 2-fold difference in expression between substate 1 and substate 2 cells were subjected to analysis of significance using paired t-test with multiple testing correction (q < 0.05; Supplementary Tables S5–8). The miRNA target prediction was performed by Targetscan 7.2. The predicted up- and downregulated mRNAs were derived from the down- and upregulated miRNAs, respectively (see Supplementary Tables S9–S12). The symbols were converted to NCBI Entrez Gene IDs using BioMart based on GRCh38.p12 (see Supplementary Tables S9–S12). GO enrichment analysis was performed using the IDs of genes targeted by more than 50% miRNAs (false-discovery rate [FDR] ≤ 0.05, fold enrichment ≥1.5; see Supplementary Tables S13–S16).

Next, we analysed pluripotency, epithelial-to-mesenchymal transition, and trilineage markers, as described in Fig. 5b and Supplementary Table S4. E-cadherin and vimentin were expressed in substate 1 and substate 2 colonies, respectively, as shown in Fig. 3. As expected, *CDH1* (E-cadherin) and *VIM* (vimentin) were expressed at significantly higher levels in substate 1 and substate 2 cells, respectively (Fig. 5b). There were no significant differences in expression between substate 1 and substate 2 cells in pluripotent genes (*POU5F1*, *NANOG*, *SOX2*, *LIN28A*, and *LIN28B*), endoderm markers (*SOX17* and *AFP*), mesoderm markers (*T* and *ACTA2*), ectoderm markers (*OTX2* and *TUBB3*), and epithelial-to-mesenchymal transition markers, except for *ZEB1* and *ZEB2* (*SNAI1*, *SNAI2*, *TWIST1*, *TWIST2*, and *CDH2*; Fig. 5b). Importantly, expression levels of *ZEB1* and *ZEB2* were significantly higher in substate 2 cells than in substate 1 cells (Fig. 5b). The high expression of *ZEB1* mRNA in substate 2 cells may promote ZEB1 protein expression in the nucleus (Fig. 3b). These results indicated that ectoderm-biased substate 2 cells were undifferentiated, but exhibited neural differentiation signals. Unfortunately, approximately 1000 biomarker candidates for ectoderm-biased pluripotent substate were detected.

### miRNA analysis showed that substate 2 cells exhibited neural differentiation signals, similar to mRNA analysis

Not only mRNA but also miRNAs show promise as biomarkers for various diseases and cell quality evaluation^12,16,18^. Moreover, miRNAs derived from serum- and cell culture medium-exosomes could facilitate the noninvasive assessment of many diseases and cell qualities^16–18^. 

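Exosomes are small vesicles that cells release into the culture medium, and the miRNAs they carry were measured for H9 cells, an established human ES cell line, grown on Matrigel. Exosomes from 3 experiments were analysed here, with 1 array for substate 1 and 1 array for substate 2 in each experiment. The arrays of cell-derived miRNAs and mRNAs were not analysed here. In experiment 1 the cells were at passage 41 in substate 1 and 52 in substate 2. The passages were 46 and 61 in experiment 2, and 50 and 65 in experiment 3, so that substate 2 was 11 to 15 passages later in every experiment. The labelled amount was the same for both substates of an experiment, with 72.4 ng in experiment 1, 100 ng in experiment 2 and 51.4 ng in experiment 3. Experiment 1 was hybridised on slide 1, and experiments 2 and 3 on slide 2. Each Agilent array used a single colour (Cy3) and held 50980 spots for 5893 probes of 2549 human miRNAs, and no spot of these was saturated. Agilent Feature Extraction software gave each miRNA a total signal and marked it as detected or undetected. The total signal of a detected miRNA is the background-subtracted intensity summed over those of its probes with a signal over 3 times its error. Detected miRNAs numbered 594 in substate 1 in experiment 1, and their number fell by 67 in substate 2. They numbered 465 and 470 in experiment 2, and 332 and 310 in experiment 3. The difference, substate 2 minus substate 1, was −28 ± 36.4 miRNAs (SD, n = 3 experiments; exact two-sided sign-flip permutation test, p = 0.5), and 3 experiments allow no p below 0.25. By another mark of the same software, at least 1 spot well above background, the mean difference was −27 miRNAs (exact sign-flip test, p = 0.5). By a laxer mark, at least 1 spot positive and significant against its background, it was 115 miRNAs (exact sign-flip test, p = 0.25). Between 1705 and 2330 miRNAs per array bore the laxer mark. On no array were 1920 miRNAs detected, and 289 were detected on all 6 arrays.

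For the comparison of substates, each total signal was divided by the 99th percentile of its array, which was at most 475.6 intensity units. Scaled signals under a common floor of 0.431% of the 99th percentile were raised to it, and log2 was taken. The floor is the highest of the 6 arrays' lowest detected signals, so that differences of dim miRNAs are understated. The 474 miRNAs detected on at least 3 arrays were tested with limma, with the experiment as a block and Benjamini-Hochberg adjustment. A miRNA was called when its adjusted p was under 0.05 and its difference at least 2-fold. All differences are substate 2 minus substate 1. The number of arrays limits the precision of every value.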

To explore new miRNA biomarkers for the earliest stages of ectodermal differentiation, we compared comprehensive expression profiles between substate 1 and substate 2 using miRNAs for cells and exosomes (Supplementary Table S1). miRNAs that showed 2-fold differences in expression between substate 1 and substate 2 cells were analysed. Significance analysis showed that 43 and 301 cell-derived miRNAs were upregulated and downregulated, respectively, in substate 2 cells compared with those in substate 1 cells (Fig. 5c and Supplementary Tables S5–S6). Moreover, we also identified 96 and 76 exosome-derived miRNAs that were upregulated and downregulated, respectively, in substate 2 cells compared with those in substate 1 cells (Fig. 5d and Supplementary Tables S7–S8).

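Of the 474 exosome-derived miRNAs tested, limma called 0 higher and 0 lower in substate 2, and the smallest adjusted p was 0.139. At an unadjusted p under 0.05 there were 109 miRNAs, 46 higher and 63 lower, where 23.7 would be reached by chance. The methods' t-test, run on the same values, called 0 in either direction with Benjamini-Hochberg adjustment over the 2-fold miRNAs, and 23 higher and 22 lower with Storey's q. These are all the 2-fold miRNAs, since the share of unchanged miRNAs was estimated at 0 among them, so that each passed whatever its p, up to 0.257. In limma the largest number of calls, 7 higher and 6 lower, came from leaving out miRNAs that were not above the floor on at least 3 arrays, a choice made after the values were seen. At least 2-fold differences, counted after the calls came to 0, were found for 23 miRNAs higher and 22 lower. They went the same way in all 3 experiments for 22 of the 23 and for 22 of the 22, and 17 and 7 of these miRNAs were detected on all 6 arrays. Table S7 holds 19 of the 23, and Table S8 holds all 22. The largest difference was that of miR-301b-3p, which had a log2 signal of −7.37 ± 0.47 (SD over 3 arrays) in substate 1 and −4.86 ± 0.74 in substate 2. It rose by 1.19, 3.08 and 3.27 in the 3 experiments (limma, adjusted p = 0.178).

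The paper's lists of 96 and 76 miRNAs were also set against the values deposited by the authors, which are log2 signals scaled per array. The means in Tables S7 and S8 equal those of the deposited values to within 5.07e-05. In the deposited values of all human miRNAs, 97 were at least 2-fold higher and 102 at least 2-fold lower in substate 2. The 172 listed miRNAs are among these 199. Their unadjusted p in the methods' t-test on the deposited values ran from 0.00527 to 0.441, with a median of 0.242, and was under 0.05 for 14. The 27 miRNAs not listed had a p of at least 0.452. Detection was on all 6 arrays for 27 of the 172 and on a single array for 24, and 50 were detected on no array of the dimmer substate. None was undetected on every array. With the common floor, 41 of the 172 were at least 2-fold apart.

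**Figure D1:**
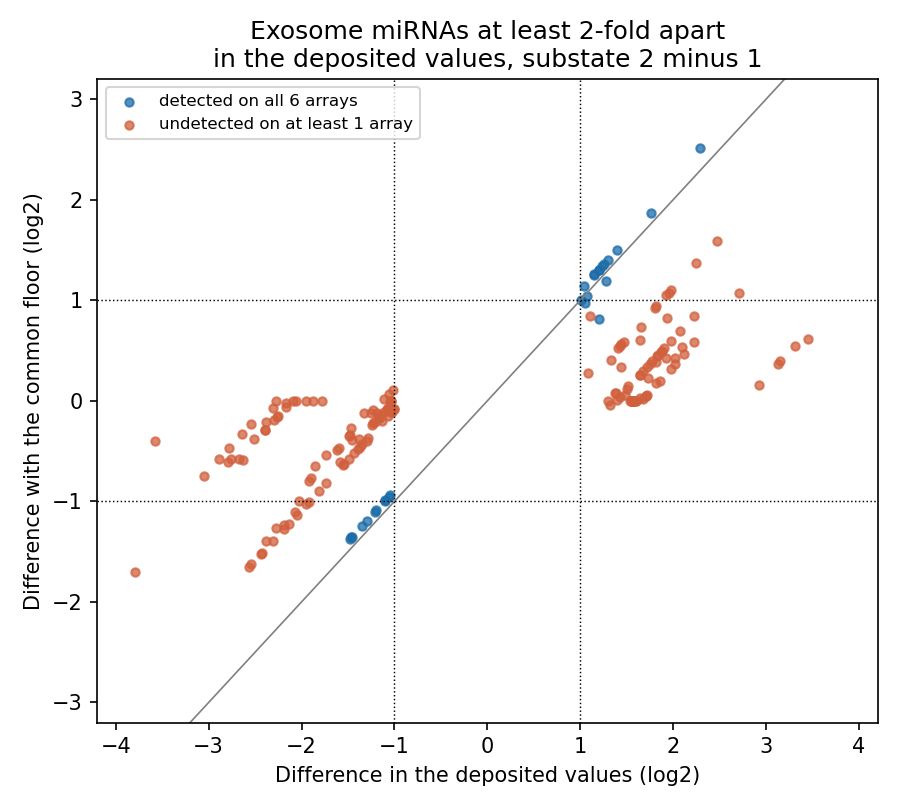
Exosome-derived miRNAs at least 2-fold apart in the deposited values, with the log2 difference in the deposited values on the horizontal axis and the log2 difference with the common floor on the vertical axis. Each point is 1 of 199 miRNAs, dotted lines mark 2-fold and the solid line marks equal values, and the 27 detected on all 6 arrays lie near the solid line.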

miRNA target prediction was carried out by performing a keyword search in TargetScanHuman 7.2 (http://www.targetscan.org/vert_72/) using miRNA symbols to predict up- and downregulated mRNAs from the down- and upregulated miRNAs, respectively. The numbers of predicted up- and downregulated mRNAs targeted by more than 50% of the miRNAs were 447 and 148 or 493 and 94 in cells or exosomes, respectively, from substate 2 (Fig. 5c,d and Supplementary Tables S9–S12). GO enrichment analysis was performed using NCBI Entrez Gene IDs (Supplementary Tables S13–S16). Overall, 24 and 12 neuron-related GO terms were detected in biological processes and cellular components, respectively, for the predicted upregulated mRNAs derived from cell miRNAs (Fig. 5c and Supplementary Table S14). GO enrichment analysis of the predicted upregulated mRNAs derived from exosome miRNAs also showed 33 and nine neuron-related GO terms in biological process and cellular component, respectively (Fig. 5d and Supplementary Table S16). Five transforming growth factor (TGF)-β pathway-related GO terms were detected in biological process of the predicted downregulated mRNAs derived from cell miRNAs (Fig. 5c and Supplementary Table S13). Notably, ectoderm is differentiated from human and mouse ES cells in the absence of a TGF-β signal^35^. Accordingly, these results indicated that substate 2, which tended to differentiate into neurons, was characterised by specific expression patterns of mRNAs and miRNAs. However, in each analysis of cellular and exosomal miRNA microarrays, it was difficult to limit the number of biomarker candidates for the earliest stages of ectodermal differentiation.

### Integrated analyses of mRNA and miRNA microarrays of substate 1 and substate 2 cells

The ectoderm-biased substate 2 cells and substate 1 cells could differentiate into the three germ layers; therefore, these cells may have a few differential gene expression patterns. Integration of mRNA and miRNA approaches may provide new candidates for highly reliable biomarkers^19,20^. Accordingly, we attempted to conduct integrated analysis of mRNA and miRNA, as shown in Fig. 6a,b. We first discovered 20 upregulated and 48 downregulated miRNAs common to cells and exosomes in substate 2 using NCBI Entrez Gene IDs because miRNAs present in both cells and exosomes are reliable in microarray analysis (Fig. 6c,d and Supplementary Tables S17–S18). 

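Tables S5 and S7 share 20 miRNAs, and Tables S6 and S8 share 48. With no exosome-derived miRNA called by limma, 0 calls were shared with Table S5 and 0 with Table S6. The lists of at least 2-fold differences, drawn up after that count was seen, were set against the paper's cell tables in their place. Of the 23 miRNAs at least 2-fold higher, 6 were in Table S5 (26.1%), against 14 of the 474 tested (2.95%; Fisher's exact test, two-sided, p = 1.54e-05). Of the 22 at least 2-fold lower, 19 were in Table S6 (86.4%), against 214 of the 474 tested (45.1%; Fisher's exact test, two-sided, p = 8.06e-05). miRNAs of a cluster do not vary independently, and outside C19MC, a miRNA cluster on chromosome 19, 8 of 11 were in Table S6 against 42.7% of those tested (Fisher's exact test, two-sided, p = 0.0613). Of the 20 shared miRNAs, 4 were detected on all 6 exosome arrays and 6 were at least 2-fold higher with the common floor. Of the 48, 7 were detected on all 6 arrays and 19 were at least 2-fold lower. The paper reasons that miRNAs present in both cells and exosomes are reliable in microarray analysis, and takes the shared miRNAs on to its target prediction.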

Twelve of the 20 upregulated miRNAs (*miR-105-5p*, *miR-125b-5p*, *miR-130b-5p*, *miR-135b-5p*, *miR-181a-5p*, *miR-181b-5p*, *miR-218-5p*, *miR-324-5p*, *miR-338-3p*, *miR-421*, *miR-592*, and *miR-1306-5p*) play important roles in neuron-related functions^36–47^. 

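limma called 0 of these 12 miRNAs higher in the exosomes of substate 2. Detection was on all 6 arrays for miR-135b-5p and miR-421. The log2 signal of miR-421 was −5.99 ± 0.21 (SD, n = 3 arrays) in substate 1 and −4.12 ± 0.47 (SD, n = 3) in substate 2, a difference of 1.87 (limma, adjusted p = 0.164) that was positive in all 3 experiments. When only miRNAs detected on all 6 arrays were tested, miR-421 was called (limma, adjusted p = 0.0462). For miR-135b-5p the log2 signal was −4.33 ± 0.42 (SD, n = 3) in substate 1 and −3.08 ± 0.33 (SD, n = 3) in substate 2 (difference 1.25, limma, adjusted p = 0.203). miR-125b-5p, detected on 2 arrays of substate 1 and 3 of substate 2, rose from −7.77 ± 0.10 (SD, n = 3) to −6.18 ± 0.62 (SD, n = 3), a difference of 1.59 (limma, adjusted p = 0.164). miR-324-5p was detected on 1 array of substate 1 and 2 of substate 2, and its difference of 1.07 ± 0.93 (SD, n = 3 experiments) came from experiments 1 and 2. These 4 were at least 2-fold higher.

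Of the other 8, miR-105-5p was detected on 2 arrays of substate 1 and 3 of substate 2 but lay at the floor throughout, and miR-130b-5p had a difference of 0.06. The remaining 6 (miR-181a-5p, miR-181b-5p, miR-218-5p, miR-338-3p, miR-592 and miR-1306-5p) were detected on no array of substate 1, and 4 of them were detected in experiment 2 of substate 2 alone. None was detected on all 3 arrays of substate 2, so that no fold is given. Of the 6 miRNAs that could be tested, 3 had an unadjusted p under 0.05, and 2 (miR-125b-5p and miR-421) passed when adjusted over the list alone (limma, adjusted p = 0.0332). The study chose the list on these arrays, so that the adjustment over the list alone is not independent evidence.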

Stadler *et al*. previously reported that multiple members in a large cluster of miRNAs on chromosome 19, called the C19MC miRNA cluster, are enriched in undifferentiated human ES cells^48^. The C19MC miRNA cluster consists of 46 genes encoding 59 mature miRNAs^49^. Interestingly, 24 of 48 downregulated miRNAs in substate 2, which could maintain pluripotency, were members of the C19MC miRNA cluster. 

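Members of C19MC were taken by name, which gave 48 mature miRNAs on the array. In an annotation of GRCh38.p14, 46 miRNA genes with these names lie on chromosome 19 between MIR512-1 and MIR519A2, with 0 other miRNA genes among them. On at least 1 exosome array 28 of the 48 were detected, and 20 could be tested. limma called 0 of the 20 lower, with adjusted p no smaller than 0.139. At least 2-fold lower were 11, none was 2-fold higher, and 14 were lower in all 3 experiments. The median log2 difference of the 20 was −1.09, with −0.70, −0.65 and −1.47 in experiments 1, 2 and 3 (SD 0.46). With limma's camera and its preset correlation between miRNAs the list was lower than the other miRNAs (adjusted p = 3.54e-06 over 6 lists). It did not pass with fry (adjusted p = 0.126) or with camera and an estimated correlation (p = 0.141). With each experiment left out in turn the median lay between −1.26 and −0.66. It turned positive under 2 of the alternatives, with 0.26 after another background correction and 0.56 after a correction to 1 ng before the floor. The median of all tested miRNAs was then 0.33 and 0.56, and both alternatives draw the values of dim miRNAs together.

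miR-519d-3p had a log2 signal of −6.23 ± 0.17 (SD, n = 3 arrays) in substate 1 and −7.85 ± 0.01 (SD, n = 3) in substate 2, close to the floor (limma, adjusted p = 0.139). miR-512-3p, detected on all 6 arrays, had −4.50 ± 0.20 (SD, n = 3) and −5.59 ± 0.35 (SD, n = 3; limma, adjusted p = 0.192). miR-517a-3p, also detected on all 6, had −4.18 ± 0.17 (SD, n = 3) and −5.38 ± 0.55 (SD, n = 3; limma, adjusted p = 0.203). All 3 had a difference of 0.56 with the correction to 1 ng before the floor, the same as the median of all tested miRNAs. With the other background correction miR-519d-3p had 0.22, below the median of all tested miRNAs, 0.33. Neither is thus a rise relative to the other miRNAs. Adjusted over the list alone, 4 members (miR-519d-3p, miR-518b, miR-519c-3p and miR-1323) passed with an adjusted p of at most 0.0310 in limma, which is not independent evidence, since the study found the cluster on these arrays. Of the 24 members in both Tables S6 and S8, 19 could be tested and 18 were detected on all 3 arrays of substate 1. Detection in substate 2 failed on every array for 6 of the 24. Of these, miR-519b-3p was detected on every array of substate 1. Its own detection limit in substate 2 was above its mean signal in substate 1, so that no fold is given.

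**Figure D2:**
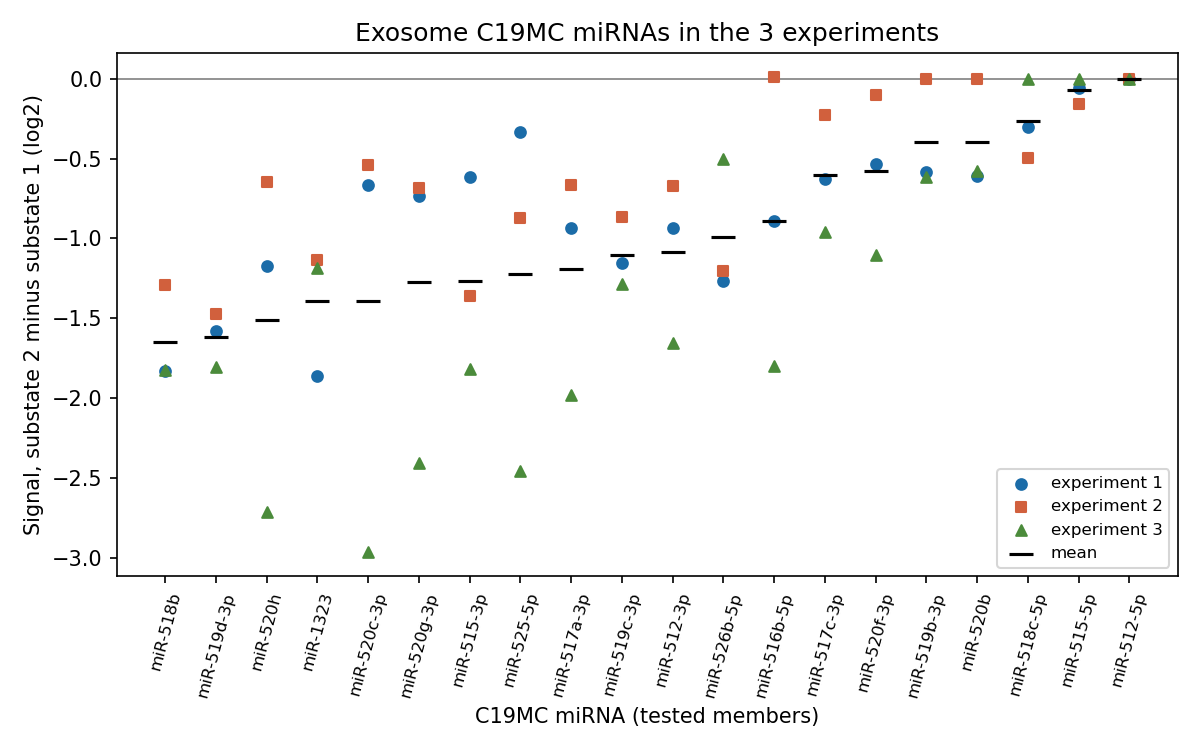
Log2 difference in exosome signal, substate 2 minus substate 1, of the 20 tested C19MC miRNAs in each of the 3 experiments, with the mean as a bar. No mean is above 0 under the 99th percentile scaling shown. The median is above 0 under the background correction and the 1 ng correction named above, as is that of all tested miRNAs (0.33 and 0.56).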

Next, 20 upregulated and 48 downregulated miRNAs were converted to predicted downregulated and upregulated mRNAs, respectively, using TargetScanHuman 7.2. We then searched for mRNA biomarker candidates based on a combination of mRNAs and predicted mRNAs targeted by miRNAs using NCBI Entrez Gene IDs. Fourteen upregulated mRNAs (*BTBD9*, *CADM1*, *COL9A2*, *DGKI*, *GBX2*, *KCNC1*, *KIF26B*, *MARCH1*, *PLXNA4*, *SLC24A2*, *SLC24A4*, *TLR4*, *WNT2B*, and *ZHX3*) and one downregulated mRNA (*PPP1R12B*) in substate 2 were obtained (Fig. 6e,f and Supplementary Tables S19–S20). Eleven of 14 upregulated mRNAs (*BTBD9*, *CADM1*, *DGKI*, *GBX2*, *KCNC1*, *KIF26B*, *PLXNA4*, *SLC24A2*, *SLC24A4*, *TLR4*, and *WNT2B*) were involved in neuron-related functions^50–60^. The single downregulated mRNA, *PPP1R12B*, has not been linked to any pluripotency-related function in ES and iPS cells to date.

**Figure 6:**
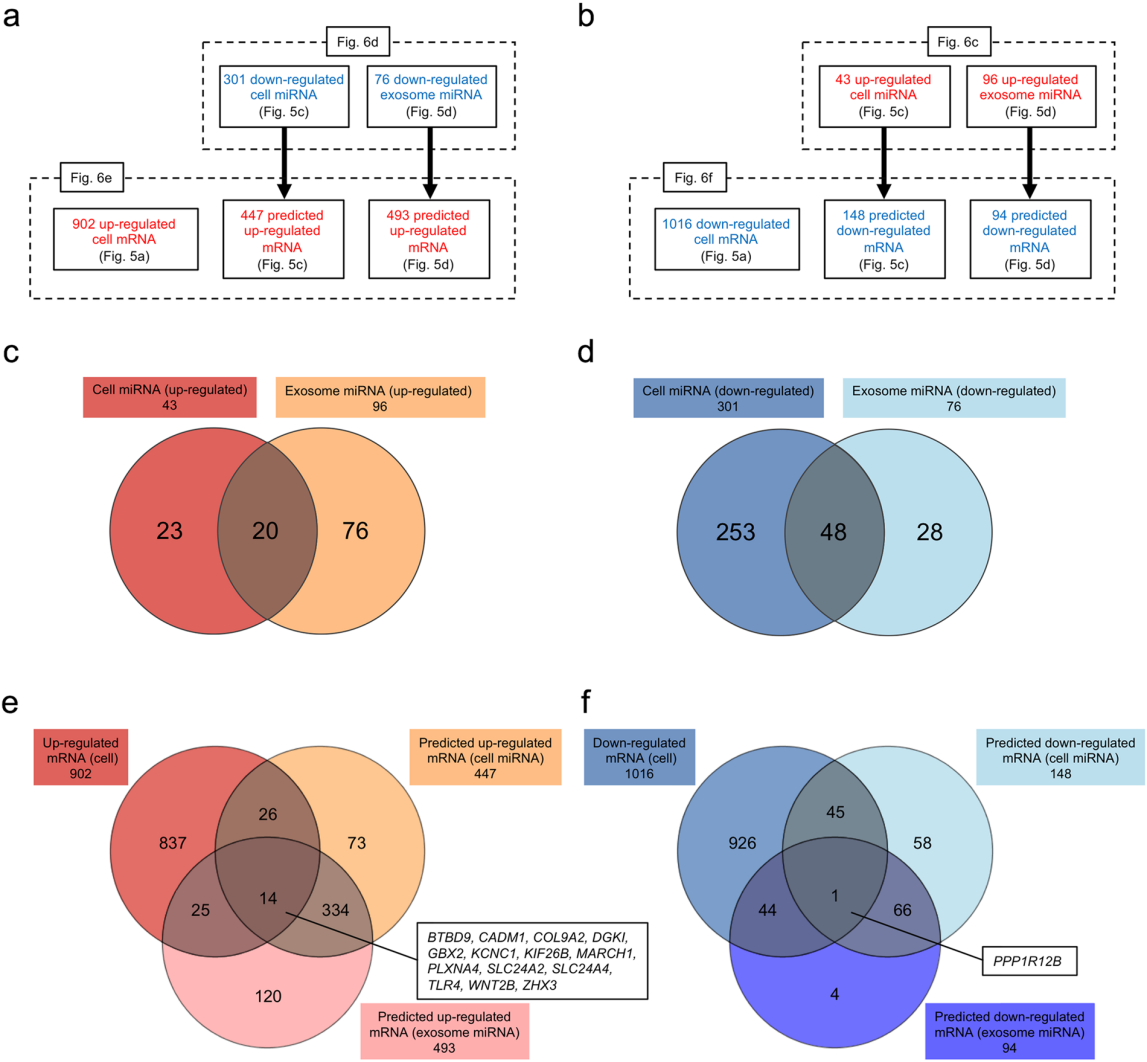
Integrated analysis mRNAs and predicted mRNAs targeted by miRNAs between substate 1 and substate 2. (**a**,**b**) Schematic diagram of integrated analysis of mRNA and miRNA microarrays. (**c**) Venn diagram of upregulated miRNAs from cells and exosomes. The miRNAs used are indicated in Fig. 5c,d and in Supplementary Tables S5 and S7. The upregulated miRNAs common to the cells and exosomes are shown in Supplementary Table S17. (**d**) Venn diagram of downregulated miRNAs from cells and exosomes. The miRNAs used are shown in Fig. 5c,d and in Supplementary Tables S6 and S8. The downregulated miRNAs common to the cells and exosomes are shown in Supplementary Table S18. (**e**) Venn diagram of upregulated mRNAs and predicted upregulated mRNAs targeted by downregulated miRNAs. The mRNAs in Supplementary Fig. S1, Supplementary Table S10, and Supplementary Table S12 were used. The upregulated mRNAs common to upregulated cell mRNAs and predicted upregulated mRNAs from miRNAs of cells and exosomes are shown in Supplementary Table S19. (**f**) Venn diagram of downregulated mRNAs and predicted downregulated mRNAs targeted by upregulated miRNAs. The mRNAs in Supplementary Fig. S1, Supplementary Table S9, and Supplementary Table S11 were used. The downregulated mRNAs common to downregulated cell mRNAs and predicted downregulated mRNAs from miRNAs of cells and exosomes are shown in Supplementary Table S20.

### Biomarker candidates for the earliest stages of ectodermal differentiation

To confirm the biomarker candidates obtained from integrated analysis of mRNA and miRNA, we performed one-step real-time RT-PCR analysis of 14 upregulated mRNAs (*BTBD9*, *CADM1*, *COL9A2*, *DGKI*, *GBX2*, *KCNC1*, *KIF26B*, *MARCH1*, *PLXNA4*, *SLC24A2*, *SLC24A4*, *TLR4*, *WNT2B*, and *ZHX3*) and one downregulated mRNA (*PPP1R12B*) using RNAs of substate 1 and substate 2 cells (Fig. 7). Nine of 14 upregulated mRNAs (*COL9A2*, *DGKI*, *GBX2*, *KIF26B*, *MARCH1*, *PLXNA4*, *SLC24A4*, *TLR4*, and *ZHX3*) were significantly upregulated in substate 2 cells compared with substate 1 cells. *PPP1R12B* expression tended to be higher in substate 1 cells than in substate 2 cells (*P* < 0.1). Allison *et al*. recently reported that endoderm-biased ES cells expressed higher levels of *GATA6*^10^, whereas few reports have described biomarkers that can be used to evaluate pluripotency during the earliest stages of differentiation. The nine upregulated genes were the most likely biomarker candidates for the earliest stages of ectodermal differentiation in pluripotent stem cells.

**Figure 7:**
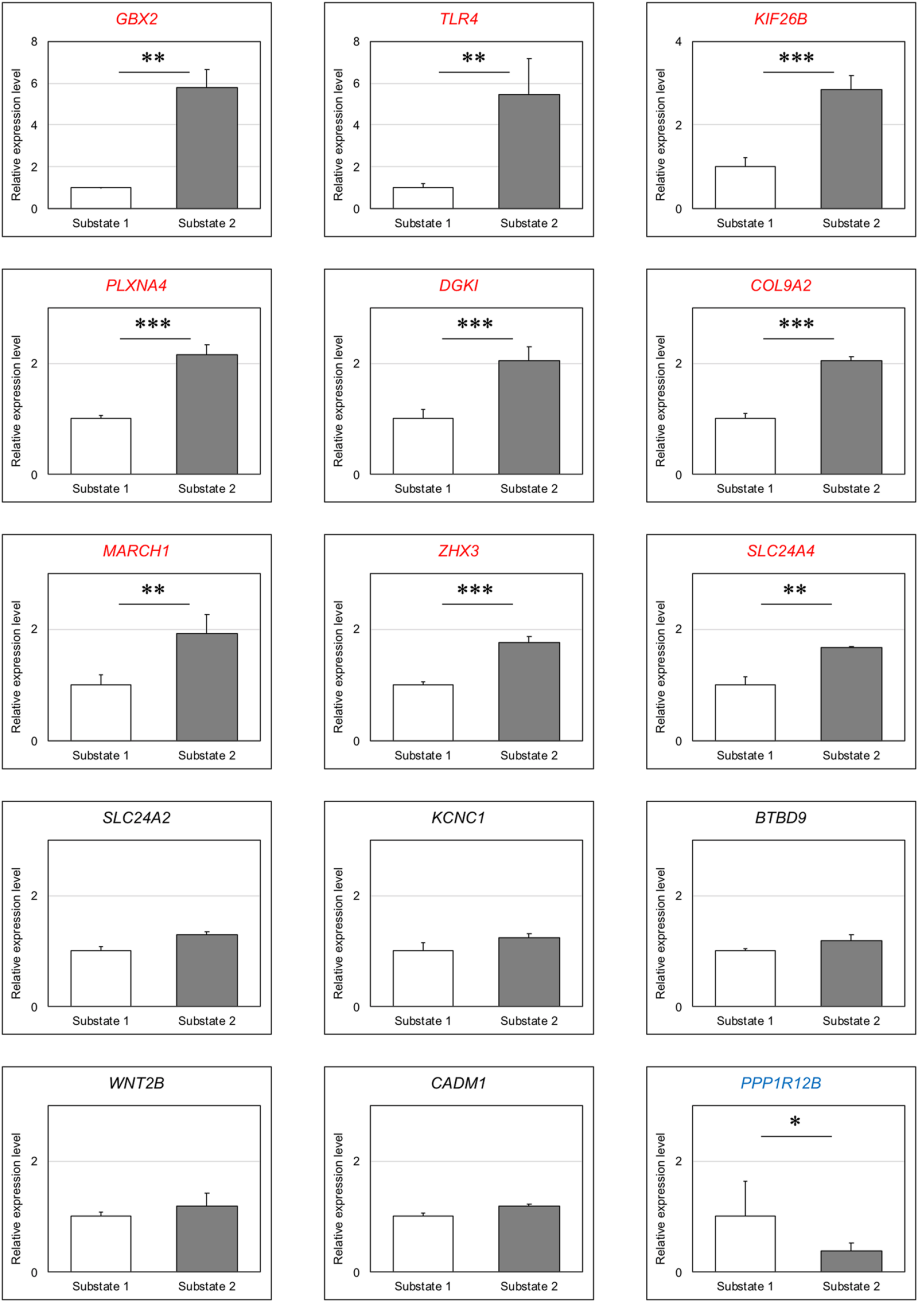
Expression analysis of biomarker candidates for the earliest stages of ectodermal differentiation. One-step real-time RT-PCR analysis of 14 upregulated mRNAs (*BTBD9*, *CADM1*, *COL9A2*, *DGKI*, *GBX2*, *KCNC1*, *KIF26B*, *MARCH1*, *PLXNA4*, *SLC24A2*, *SLC24A4*, *TLR4*, *WNT2B*, and *ZHX3*) and one downregulated mRNA (*PPP1R12B*) in substate 2 of integrated analyses of mRNA and miRNA was performed using RNAs derived from substate 1 and substate 2 cells. The expression of *GAPDH* was used for normalization. Values are the means ± SDs (n = 3). mRNAs that showed a 1.5-fold difference in expression between substate 1 and substate 2 cells were subjected to analysis of significance using unpaired two-tailed t-tests (*P < 0.1; **P < 0.05; ***P < 0.01). Red and blue gene symbols indicate upregulated and downregulated mRNAs, respectively.

## Conclusions

Precise definition of the status of pluripotent stem cells during culture using biomarkers is essential for basic research and regenerative medicine. In this study, we first established the ectoderm-biased substate in H9 human ES cells. The ectoderm-biased substate was characterised by low and high expression of the pluripotency marker R-10G epitope and the mesenchymal marker vimentin, respectively. The ectoderm-biased cells could differentiate into all three germ layers. Finally, we identified nine upregulated mRNAs in the earliest stages of ectodermal differentiation by performing integrated analyses of mRNA and miRNA microarrays and qPCR analysis. Few reports have described biomarkers that can be used to evaluate pluripotency during the earliest stages of differentiation and in the germ layer-biased substates of human pluripotent stem cells. We provided new biomarker candidates that could be used in the earliest stages of ectodermal differentiation. Our findings may supply clues to develop high quality biomarkers to evaluate pluripotency.

## Materials and Methods

### Cell culture

H9 (WA09) human ES cells were obtained from the WiCell International Stem Cell Bank (Madison, WI, USA). H9 cells (passages 30–45) were maintained in TeSR-E8 (serum-free; cat. no. ST-05990; STEMCELL Technologies, Vancouver, BC, Canada) on Vitronectin XF (STEMCELL Technologies) under feeder-free conditions according to the manufacturer’s protocol provided by STEMCELL Technologies. H9 cells (passage 35) were cultured in TeSR-E8 on Matrigel (cat. no. 354230; BD Biosciences, NJ, USA) and then maintained until passage 65.

### Immunocytochemistry

Immunocytochemical analysis was performed as previously described^61^. The primary antibodies used were as follows: mouse anti-keratan sulfate (R-10G) antibodies (IgG; monoclonal; 1:150 dilution; cat. no. RIT-M001; Cosmo Bio, Tokyo Japan), rabbit anti-vimentin antibodies (IgG; monoclonal; 1:300 dilution; cat. no. ab92547; Abcam, Cambridge, UK), mouse anti-vimentin antibodies (IgG; monoclonal; 1:100 dilution; cat. no. SC-6260; Santa Cruz Biotechnology, Santa Cruz, CA, USA), mouse anti-SSEA-4 antibodies (IgG; monoclonal; 1:300 dilution; cat. no. MAB4304; Merck, Darmstadt, Germany), mouse anti-TRA-1-60 antibodies (IgM; monoclonal; 1:300 dilution; cat. no. MAB4360; Merck), mouse anti-E-cadherin antibodies (IgG; monoclonal; 1:100 dilution; cat. no. MA1-10192; Thermo Fisher Scientific, MA, USA), mouse anti-SSEA-1 antibodies (IgM; monoclonal; 1:250 dilution; cat. no. MAB4301; Merck), mouse anti-OCT3/4 antibodies (IgG; monoclonal; 1:300 dilution; cat. no. sc-5279; Santa Cruz Biotechnology), rabbit anti-NANOG antibodies (IgG; monoclonal; 1:800 dilution; cat. no. D73G4; Cell Signaling Technology, Danvers, MA, USA), rabbit anti-ZEB1 antibodies (IgG; monoclonal; 1:150 dilution; cat. no. ab203829; Abcam), rabbit anti-SNAIL1/2 antibodies (IgG; polyclonal; 1:200 diultion; cat. no. ab180714; Abcam), rabbit anti-TWIST antibodies (IgG; polyclonal; 1:300 dilution; cat. no. ab50581; Abcam), rabbit anti-SOX17 antibodies (IgG; polyclonal; 1:50 dilution; cat. no. PA5-72230; Thermo Fisher Scientific), mouse anti-AFP antibodies (IgG; monoclonal; 1:100 dilution; cat. no. MAB-1368; R&D Systems, Minneapolis, MN, USA), rabbit anti-brachyury antibodies (IgG; monoclonal; 1:500 dilution; cat. no. ab209665; Abcam), mouse anti-αSMA antibodies (IgG; monoclonal; 1:50 dilution; cat. no. M0851; DAKO, Glostrup, Denmark), rabbit anti-OTX2 antibodies (IgG; monoclonal; 1:200 dilution; cat. no. 701948; Thermo Fisher Scientific), and mouse anti-TUJ1 antibodies (IgG; monoclonal; 1:500; cat. no. MMS-435P; BioLegend, San Diego, CA, USA). The cells were incubated with primary antibodies diluted in 1% bovine serum albumin and 5% serum in phosphate-buffered saline (PBS) at 4 °C overnight. Secondary staining was performed with appropriate secondary antibodies, i.e., donkey anti-mouse IgG antibodies conjugated to Alexa Fluor 488 (IgG; polyclonal; 1:300 dilution; cat. no. A21202; Thermo Fisher Scientific), goat anti-mouse IgM antibodies conjugated to Alexa Fluor 488 (IgG; polyclonal; 1:300 dilution; cat. no. A21042; Thermo Fisher Scientific), and donkey anti-rabbit IgG antibodies conjugated to Alexa Fluor 594 (IgG; polyclonal; 1:300 dilution; cat. no. A21207; Thermo Fisher Scientific), for 1 h at room temperature. The samples were then counterstained with 4′,6-diamidino-2-phenylindole (DAPI; 1:1000 dilution; cat. no. D523; Dojindo, Kumamoto, Japan). The images were collected with a BIOREVO BZ-9000 fluorescence microscope (Keyence, Osaka, Japan). Based on bright-field and immunohistochemical observations, R-10G++ and vimentin− typical colonies and R-10G + and vimentin + colonies with wide intercellular spaces were designated as “substate 1” and “substate 2”, respectively.

### Flow cytometry

Flow cytometry was performed as previously described^62^. Briefly, H9 cells were digested with Accutase (cat. no. SF006; Millipore, Burlington, MA, USA) for generation of single-cell suspensions. The cells were incubated in MACS buffer (0.5% bovine serum albumin and 2 mM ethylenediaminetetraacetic acid in PBS) with mouse anti-vimentin antibodies (IgG; monoclonal; 1:33 dilution; cat. no. H00007431-M08; Abnova, Taipei, Taiwan) and then incubated with Alexa Fluor 488 donkey anti-mouse IgG antibodies (IgG; polyclonal; 1:300 dilution; cat. no. A21202; Thermo Fisher Scientific). Normal mouse IgG (1:33 dilution; cat. no. NI03; Merck) was used as an isotype control. Flow cytometry data were acquired using a SH800Z (Sony, Tokyo, Japan). The data were analysed using FlowJo v10 software (BD Biosciences).

### Cell reversibility

Substate 1 and substate 2 cells were separated from about 20% on the left and right sides of vimentin signals, respectively, using flow cytometry analysis of mouse anti-vimentin antibodies (IgG; monoclonal; 1:33 dilution; cat. no. H00007431-M08; Abnova). The separated substate 1 and substate 2 cells after the sorting were subcultured and then were analysed by flow cytometry analysis using mouse anti-vimentin antibodies (IgG; monoclonal; 1:33 dilution; cat. no. H00007431-M08; Abnova) and immunocytochemistry using mouse anti-R-10G antibodies (IgG; monoclonal; 1:150 dilution; cat. no. RIT-M001; Cosmo Bio) and rabbit anti-vimentin antibodies (IgG; monoclonal; 1:300 dilution; cat. no. ab92547; Abcam).

### Trilineage differentiation

H9 cells were differentiated to endoderm, mesoderm, and ectoderm using a STEMdiff Trilineage Differentiation Kit (cat. no. ST-05230; STEMCELL Technologies) according to the manufacturer’s protocol.

### DNA microarray and miRNA microarray

DNA microarrays were performed as previously described^62^. The mRNA was analysed using a SurePrint G3 Human GE Microarray Kit, 8 × 60 K Ver. 3 (cat. no. G4851C; Agilent, Santa Clara, CA, USA).

Cell culture medium was centrifuged to eliminate cell debris. Exosomes in the medium were precipitated using ExoQuick-TC (cat. no. EXOTC50A-1; System Biosciences, Palo Alto, CA, USA). miRNAs in cells and exosomes was extracted using an miRNeasy Mini Kit (cat. no. 217004; Qiagen, Valencia, CA, USA). The miRNA concentrations were calculated with an Agilent bioanalyzer using an RNA 6000 Pico Kit (cat. no. 5067-1513; Agilent). The samples were analysed using a SurePrint G3 miRNA Microarray Kit, 8 × 60 K (cat. no. G4872A; Agilent) and a miRNA Complete Labeling and Hyb Kit (cat. no. 5190-0456; Agilent). Arrays were scanned using a G2505C Microarray Scanner System (Agilent). The raw microarray data were submitted to the Gene Expression Omnibus (GEO) microarray data archive (http://www.ncbi.nlm.nih.gov/geo/) at NCBI (accession number: GSE123465, GSE123466, and GSE123470).

The data were analysed using Gene-Spring GX14.9.1 software (Agilent) after applying two normalisation procedures: (1) signal intensities of less than 1 were set to 1, and (2) each chip was normalised to the 75th and 99th percentiles of mRNA and miRNA measurements from that chip, respectively. 

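The deposited exosome values were set against the Feature Extraction signals of the same arrays. For each array, every detected signal of at least 1 differed from its deposited log2 value by a single constant, to within 1.61e-05. The constants correspond to a division by 678.7 and 348.4 intensity units in experiment 1 (substates 1 and 2), 428.3 and 452.6 in experiment 2, and 263.8 and 189.1 in experiment 3. They are between 1.21 and 1.61 times the arrays' 99th percentiles over all human miRNAs as computed here, with both of these extremes in experiment 2. Between 9 and 64 detected signals per array were under 1, and all of these were raised to 1. Undetected miRNAs, which Feature Extraction writes as 0.1, stayed at 0.1. In the deposited values an undetected miRNA is thus 10-fold (3.32 on the log2 scale) below the dimmest detected one. Because each array has its own scale, an undetected miRNA also takes a different value on each array, from −12.73 to −10.88. Its log2 difference between substates is 0.96 in experiment 1, −0.08 in experiment 2 and 0.48 in experiment 3. The 1920 miRNAs detected on no array share these differences, and with them an unadjusted p of 0.270 in the methods' t-test.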

Baseline transformation of these data was not performed. The signals for miRNAs derived from exosomes were corrected equivalent to 1 ng. 

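Both arrays of an experiment were labelled from the same amount, so that a division by this amount after the percentile scaling leaves the difference between substates as it is. When signals were divided by the labelled amount before signals under 1 were set to 1, 86.4% of the values of tested miRNAs lay at that floor, against 20.0% at the common floor. limma then called 0 higher and 1 lower in substate 2. When the labelled amount replaced the percentile scaling, the median log2 difference of the tested miRNAs moved to −0.51. There were then 4 miRNAs at least 2-fold higher and 97 at least 2-fold lower, with 0 called by limma in either direction.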

Volcano plot, heat map, and clustering analyses were also performed using Gene-Spring GX14.9 software. GO enrichment analysis was carried out using PANTHER Overrepresentation Tests (http://geneontology.org/page/go-enrichment-analysis). miRNA target prediction was carried out by performing a keyword search in TargetScanHuman 7.2 (http://www.targetscan.org/vert_72/) using miRNA symbols.

### One-step real-time RT-PCR

Total RNAs were isolated from substate 1 and substate 2 cells using ISOGEN (cat. no. 319-90211; Nippon Gene, Tokyo, Japan). One-step real-time RT-PCR was conducted using total the RNAs with a One Step TB Green PrimeScript RT-PCR Kit (cat. no. RR066A; Takara, Kusatsu, Japan). The gene-specific primer pairs are shown in Supplementary Table S21. PCR amplification was performed on a StepOnePlus thermocycler (Applied Biosystems, Foster City, CA, USA) using the following thermal profile: 42 °C for 5 min, 95 °C for 10 s, and 40 cycles of 95 °C for 5 s and 60 °C for 31 s.

### Statistical analysis

Statistical analysis of microarray data except for Z-scores was performed using Gene-Spring GX14.9.1 software (Agilent). Z-score was analysed by calculating the standard deviations of log fold change results from microarray data using Excel software (Microsoft, Redmond, WA, USA). Unpaired two-tailed t-tests of qPCR data were performed using KaleidaGraph v4.5.2 software (Synergy Software, MN, USA).

### Ethics statement

This study was carried out in strict accordance with the National Institute of Advanced Industrial Science and Technology (AIST) guidelines for life science experiments (accreditation numbers 2016-099), and all human pluripotent stem cell experiments were approved by the Ministry of Education, Culture, Sports, Science, and Technology of Japan (MEXT).

## Supplementary information

Figure S1

Supplementary Tables S1-S21

# Supplementary material for: mRNA and miRNA expression profiles in an ectoderm-biased substate of human pluripotent stem cells
**Source:** Sci Rep. 2019 Aug 15;9:11910. doi: 10.1038/s41598-019-48447-z
**Supplement:** Supplementary file 1 — Figure S1

**mRNA and miRNA expression profiles in an ectoderm-biased substate of human pluripotent stem cells**

Shuuji Mawaribuchi^1^, Yasuhiko Aiki^1^, Nozomi Ikeda^1^, and Yuzuru Ito^1^

**
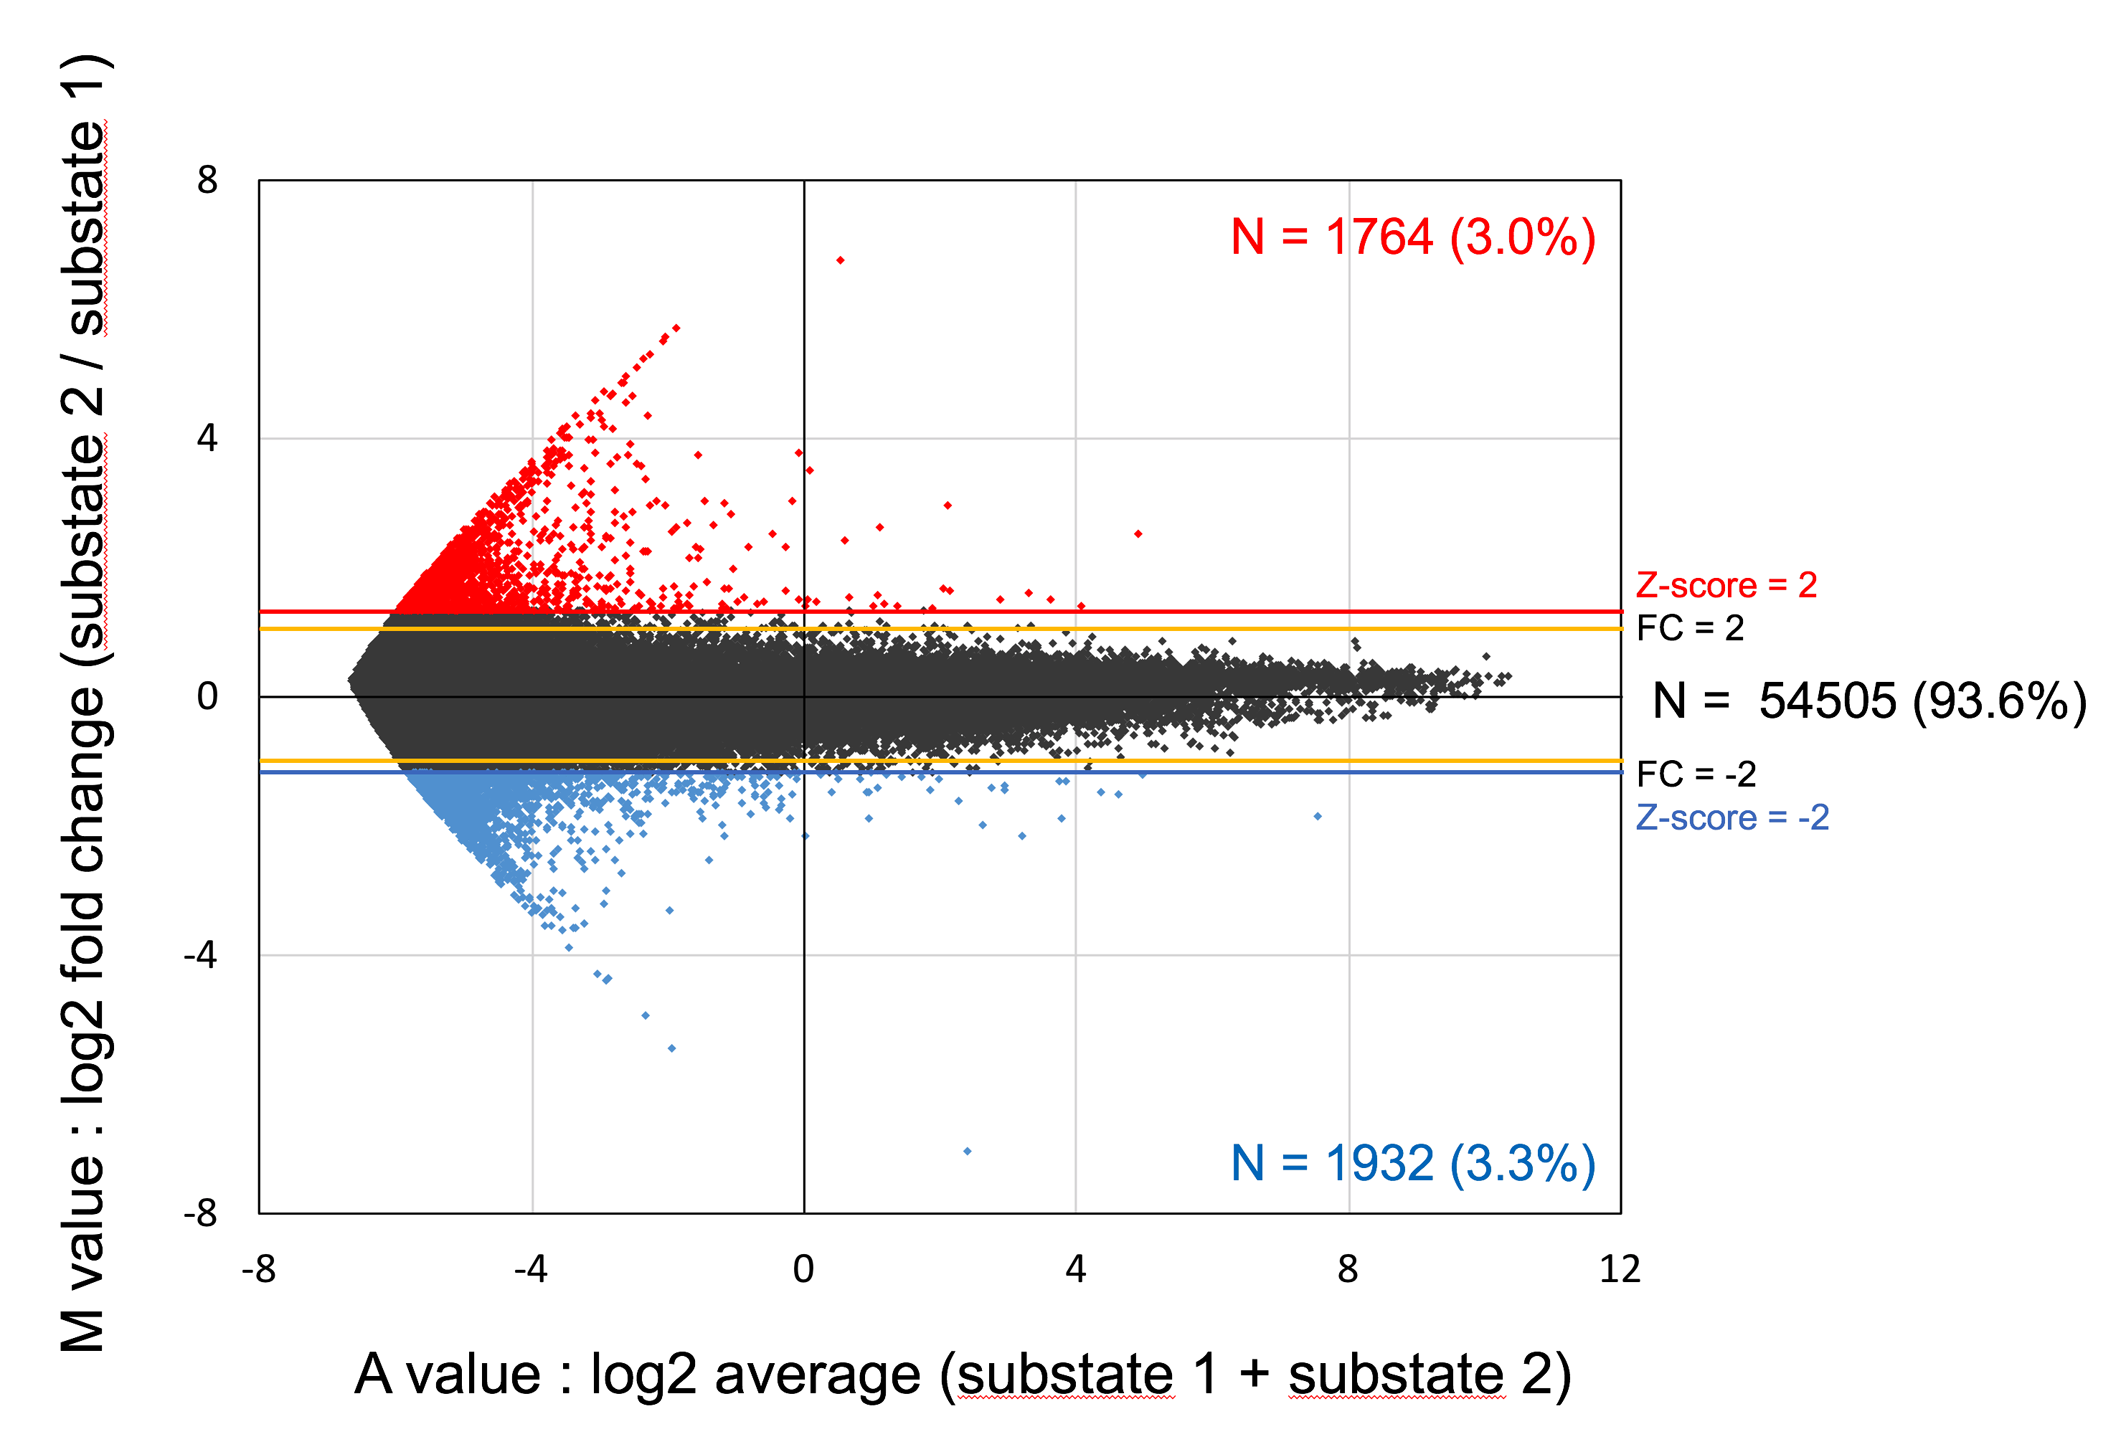
**

**Figure S1. MA plot of mRNA microarray data from substate 1 and substate 2.**

The Z-score of substate 2 versus substate 1 was calculated for statistical significance based on the mean and standard deviation (Z-score ≥ 2, fold-change ≥ 2.52; Z-score ≤ -2, fold-change ≤ -2.29). Red and blue plots indicated significantly higher and lower expression in substate 2 than in substate 1. N, number; FC, fold-change.

How the deposited data were processed for this re-analysis (not part of the article)

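Exosomes from the medium of H9 cells on Matrigel were measured in 3 experiments, each with 1 array for substate 1 and 1 for substate 2. The authors precipitated exosomes with ExoQuick-TC, labelled their miRNAs in 1 colour and scanned Agilent SurePrint G3 human miRNA arrays. The signal intensity deposited per array comes from Agilent Feature Extraction, which the authors ran in a later version for experiment 1 than for experiments 2 and 3. It gives the median intensity of each spot and its background, a background-subtracted signal per spot, a total signal per miRNA and marks of detection, without normalization between arrays. The authors' processed values are deposited as log2 of the total signal. The paper states that GeneSpring GX set signals under 1 to 1 and scaled each array to its 99th percentile, with no baseline transformation. The scale found in the deposited values was between 1.21 and 1.61 times the 99th percentile computed here over all human miRNAs, so that the scalings are not the same. The paper also states a correction to 1 ng, and beyond the scaling per array no trace of it was found in the deposited values. The ratio and the p-values in Tables S5 to S8 are the authors' and were used for names, means and list membership alone.

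From the total signals, log2 values were computed as signal over the array's 99th percentile, raised to a common floor. The floor was the highest of the arrays' lowest scaled signals of a detected miRNA. Of 2549 human miRNAs, the 474 detected on at least 3 of the 6 arrays were tested with limma 3.58.1 in R 4.3.3, with experiment as a block and two-sided moderated tests. The call needed a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. The pairing rests on the experiment numbers in the sample labels and on the paired test of the study. The 2 arrays of an experiment had correlated deviations from their substate's mean in experiments 1 and 3 (0.674 and 0.517) and hardly in experiment 2 (0.0307). Lists were tested with camera (preset and estimated correlation) and fry, overlaps with Fisher's exact test, and detection with an exact sign-flip test. Signals of lists were also set against 10000 random lists matched on mean signal in 10 bins. The share with a median as far from 0 was taken in the direction of the real list alone, which was itself counted as 1.

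Between 310 and 594 miRNAs were detected per array, and between 8.39% and 16.9% of human miRNA spots were well above background. Correlations between arrays over the tested miRNAs lay between 0.936 and 0.981. The number of arrays limits the precision. Detection equalled a probe signal over 3 times its error for all miRNAs and arrays. A miRNA undetected throughout a substate was to be given a least fold where every array of the other substate detected it, against the highest of the array's lowest detected signal, the miRNA's own probe signals and its own limit of 3 errors. The 1 such miRNA, miR-519b-3p, had a ratio of 0.674 and was given none. Against the lowest detected signal alone, used at first, the ratio was 2.43, but its own probe signals lay above that level on all 3 arrays.

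The method was tested on simulated data for the comparison of substate 2 with substate 1, with 50 miRNAs changed 4-fold in each of 20 simulations. Over the 474 tested miRNAs limma recovered 66.9% of these, and 0.742% of its calls were false. The methods' t-test recovered 82.9% with Benjamini-Hochberg adjustment (2.13% false) and 99.1% with Storey's q (10.2% false). The simulated values were not raised to the floor after the change was added. In the real data the tested log2 differences ran from −1.70 to 2.51, where 4-fold is 2. The shares recovered thus do not measure the power for smaller differences or those cut by the floor.

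The text names the 12 neuron-related miRNAs of the paper, the C19MC members in both Tables S6 and S8, members of 8 families fixed by name (miR-200, miR-302/miR-367, miR-371 to miR-373, the miR-17 to miR-92 cluster and paralogs, let-7, miR-181, miR-130/miR-301/miR-454 and the chromosome 14q32 cluster), and the 10 miRNAs with the largest difference in each direction among calls. As no call was made, the last group is empty.

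The design, the alternatives and the named lists were fixed before the data were examined. The alternatives fixed then were 3 other floors or orders of floor and correction, 3 other scalings, per-spot processed signals, another background correction (normexp with an offset of 50), the deposited log2 values, 2 other detection filters, 4 other fits or thresholds, 2 other tests, and each of the 3 experiments left out. The normexp correction was planned on mean spot intensity, a column that was not present, and used the median spot intensity. Another 5 alternatives were chosen after the values were seen: a filter on miRNAs above the floor on at least 3 arrays, and the methods' t-test on the deposited values with Storey's q over 3 sets of miRNAs or with Benjamini-Hochberg adjustment. Counts of at least 2-fold differences were added after the calls came to 0. In the comparison with the paper's log2 values, a tolerance of 0.001 and the 1.5-fold rule for arrays at the floor were also set after first values were seen, as was the rule for a least fold.

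The annotation of gene names used for C19MC is GRCh38.p14, and it served for names and neighbours alone. Statements on cell-derived miRNAs, mRNAs, gene ontology, target prediction, real-time PCR and antibodies were left out, since those measurements were not analysed here.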

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

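The tests of other scalings, of cell-derived RNA and of single experiments were chosen, or narrowed to the settings given, after the results were seen; the comparison with random lists was planned. Of 9 lists fixed by name, 6 had at least 2 tested members, and 2 that the paper does not discuss passed camera with its preset correlation. Neither passed with fry or an estimated correlation, and the let-7 and miR-181 families had 0 tested members. The miR-200 family had 1.

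The first is the miR-17 to miR-92 cluster and its paralogs, which the paper does not discuss as a cluster, and above 0 in substate 2. Of its members, Table S7 lists miR-106a-3p, miR-19b-1-5p and miR-20a-3p. The median log2 difference of its 18 tested members was 0.58, with 0.22, 1.30 and 0.35 in experiments 1, 2 and 3 (SD 0.59), and 14 members were higher in all 3 experiments. camera gave an adjusted p of 2.40e-05, fry an adjusted p of 0.263, and camera with an estimated correlation p = 0.311. The tables argue against signal level as its source: 0.02% of random lists matched on mean signal, with the real list counted, had a median as far above 0. The family's median minus that of miR-302/miR-367 was 0.81, 1.04 and 0.94 in the 3 experiments (mean 0.93, SD 0.12). A scaling factor would leave this difference between families as it is, so these values argue against the scaling of the arrays as the whole source. With labelled amount alone the family's median was 0.0807, where that of all tested miRNAs was −0.51. Relative to all tested miRNAs, the median closest to 0 over the 75th percentile, quantile and labelled-amount scalings was 0.592. That is barely more than its SD of 0.590 between experiments. The 75th percentile and labelled-amount scalings apply 1 factor per array, which cancels in a relative median apart from the floor. Quantile normalization, which is not a factor, gave 0.67. The relative median was 0.19 with the normexp background correction, whose offset draws dim signals together. It was 0 with the correction to 1 ng before the floor, where most values lie at the floor. Without experiment 2 the median was 0.33, so that a single experiment as its main source cannot be told apart from a difference in all 3, with 3 experiments at hand. More cell-derived RNA in the medium of substate 2 also stays open: the difference of 0.93 from miR-302/miR-367 would exclude it only if cells carried both in the ratio found in these exosomes, and the cells were not analysed here. Substate and the higher passage number that goes with it remain open and untested.

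The second is the miR-130/miR-301/miR-454 family, also not discussed by the paper as a family, with a median log2 difference of 1.16 over its 6 tested members. The medians were 0.57, 1.98 and 1.06 in experiments 1, 2 and 3 (SD 0.72), and 4 members were higher in all 3. camera gave an adjusted p of 0.00491, fry an adjusted p of 0.263, and camera with an estimated correlation p = 0.305. Of random lists matched on mean signal, with the real list counted, 0.01% had a median as far above 0. This is the smallest share that 10000 lists can give and argues against signal level. With labelled amount alone the family's median was 0.60, where that of all tested miRNAs was −0.51. The median relative to all tested miRNAs stayed at 1.12 or more over the 75th percentile, quantile and labelled-amount scalings. The first and last apply 1 factor per array, which cancels in a relative median apart from the floor. The 1.21 with quantile normalization argues against the scaling of the arrays as the whole source. The relative median was 0.42 with normexp and 0 with the correction to 1 ng before the floor. Without experiment 2 the median was 0.74, little above the SD, which argues against experiment 2 as the only source. The member miR-130b-3p was called higher with normexp (difference 1.06, limma, adjusted p = 0.00786), but a single member does not settle this for the family. The family's median minus that of miR-302/miR-367 was 1.16, 1.72 and 1.65 in the 3 experiments (mean 1.51, SD 0.31). As above, this would exclude more cell-derived RNA only if cells carried both in the ratio found in these exosomes. The background correction, cell-derived RNA, passage number and substate stay open. miR-130b-5p is among the 12 neuron-related miRNAs of the paper, miR-301b-3p is in both Tables S5 and S7, and miR-130b-3p and miR-301a-3p are in Table S7, so that this family holds members the study picked on these arrays.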

How the results depend on the processing

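The 5 alternatives on the deposited values with the methods' t-test and on the filter above the floor were chosen after the values were seen; the others were planned, and counts of at least 2-fold differences came after the calls. No cause was tested except where given.

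The limma counts of 0 higher and 0 lower stayed at 0 with the authors' floor order, the lower floor, the 75th percentile, quantile and labelled-amount scalings, processed signals, the deposited values, no detection filter, a slide block, trended variance, no fold minimum and without each experiment. With 1 ng before the floor, 1 miRNA was called lower (in Table S6). normexp gave 1 higher and 2 lower (2 in Table S6). Testing only miRNAs detected on all 6 arrays gave 5 higher and 2 lower, among them 1 neuron-related, 2 in Table S5 and 1 in Table S6. Without the experiment block 1 was called lower, miR-519d-3p, which is in C19MC (1) and Table S6 (1). The methods' t-test gave 0 and 0 with Benjamini-Hochberg adjustment, and with Storey's q, which passed every 2-fold miRNA whatever its p, 23 higher and 22 lower, with 4 neuron-related, 11 in C19MC, 6 in Table S5 and 19 in Table S6. Above the floor on 3 arrays there were 7 higher and 6 lower, with 2 neuron-related, 3 in C19MC, 3 in Table S5 and 5 in Table S6. This filter tests fewer miRNAs, since it drops those not above the floor on at least 3 arrays. The number of tests is not the only change, as limma's prior degrees of freedom rose from 1.03 to 4.93.

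On the deposited values, the t-test with Storey's q over the 2-fold miRNAs gave 97 higher and 102 lower, with 12 neuron-related, 25 in C19MC, 20 in Table S5 and 60 in Table S6. With q over all human miRNAs it gave 96 and 72, with 12, 23, 20 and 47. With q over detected miRNAs, or Benjamini-Hochberg adjustment, it gave 0 and 0.

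At least 2-fold higher and lower were 23 and 22 miRNAs, and 11 in C19MC. The counts were 54, 50 and 19 with the lower floor, 68, 72 and 19 in the deposited values, 0, 1 and 0 with 1 ng before the floor, and 1, 2 and 0 with normexp. With labelled amount alone there were 4 higher and 97 lower. Quantile normalization gave 39 lower. Processed signals gave 12 lower and 5 in C19MC. On miRNAs detected on all 6 arrays 7 were lower and 2 in C19MC, where fewer miRNAs are tested. Without each experiment in turn there were 18 to 43 higher, 17 to 29 lower, and 5 to 12 in C19MC. Without experiment 1 there were 43 higher, without experiment 3 there were 36 higher and 5 in C19MC.

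The C19MC median of −1.09 was −1.90 with the lower floor, −1.67 with labelled amount alone, −2.23 in the deposited values and −0.0024 without a detection filter, where undetected members lie at the floor. It reversed to 0.56 with 1 ng before the floor and to 0.26 with normexp, which both draw dim miRNAs together (interquartile range of log2 values 1.26 with normexp, against 3.65). The median of all tested miRNAs moved by then to 0.56 and 0.33, against −0.01 in the values reported, −0.51 with labelled amount alone and −0.12 in the deposited values. Relative to it C19MC lay at 0 and −0.0743. Without each experiment the C19MC median was −1.26 to −0.66. The miR-130/miR-301/miR-454 median of 1.16 was 0.40 without a detection filter. Of 32 named miRNAs, 5 kept their sign under every alternative. The sign never turned for 10, some of which fell to 0, and for 28 it did not turn outside the 1 ng and normexp alternatives.

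Of the 172 listed miRNAs, 0 were undetected on every array, and 5 when detection meant a spot well above background. The mean difference in detected miRNAs was −28, and −27 when detection meant a spot well above background. It was 115 when detection meant a spot positive and significant, a laxer mark. Depth, here signal over background, limits the results at the floor, where 20.0% of tested values lay, and 86.4% with 1 ng before the floor.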

Differences from the paper's values

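The paper's counts come from 2-fold differences with a paired t-test and q under 0.05, and those here from limma with a common floor. The paper reports 96 miRNAs higher in exosomes and 0 were called here, and it reports 76 lower and 0 were called here. It reports 20 higher in both cells and exosomes against 0 here, 48 lower in both against 0 here, 24 C19MC members among these against 0 here, and 12 neuron-related miRNAs against 0 here. No alternative set before the data were examined brought any of the 6 counts within 1.5 times the paper's; in the same order, the methods' t-test with Storey's q gave 23, 22, 6, 19, 11 and 4. On the deposited values, with Storey's q over all human miRNAs, chosen after seeing the values, the counts were 96, 72, 20, 47, 23 and 12. With q over the 2-fold miRNAs, also chosen after seeing the values, they were 97, 102, 20, 60, 25 and 12, all within 1.5 times. Tables S5 and S7 share 20 miRNAs and Tables S6 and S8 share 48, of which 24 are in C19MC, each equal to the paper's number.

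Single calls that match the paper's lists came from other alternatives. miR-421 and miR-125b-5p were called higher with limma above the floor on 3 arrays, chosen after seeing the values, and miR-421 also when only miRNAs detected on all 6 arrays were tested. In C19MC, miR-519d-3p, miR-518b and miR-1323 were called lower above the floor on 3 arrays, and miR-519d-3p without the experiment block. The 5 and 2 miRNAs called on all 6 arrays, the 1 and 2 called with normexp and the 1 called with 1 ng before the floor are in Tables S7 and S8.

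Log2 differences were compared for 31 miRNAs, the 12 neuron-related and 19 tested C19MC members in both Tables S6 and S8. The paper's value was larger in size for 29 of them. The difference was outside the error for 27, where the error is the SD between experiments, or 1.5-fold where an array lay at the floor. The 1.5-fold rule was applied after first values had been seen. All 27 had at least 1 array at the common floor, and 15 had a substate at the floor on all of its arrays. The values here thus understate the size of these differences by construction. For miR-519b-3p and the 6 neuron-related miRNAs undetected in substate 1, they are differences of floored signals and not estimates of a fold. For the neuron-related miRNAs the paper's values were 1.56 for miR-105-5p against 0 here, 2.47 for miR-125b-5p against 1.59 here, 1.72 for miR-130b-5p against 0.0619 here, and 2.71 for miR-324-5p against 1.07 here. They were 2.12 for miR-181a-5p against 0.46 here, 1.71 for miR-181b-5p against 0.0520 here, and 3.15 for miR-218-5p against 0.39 here. They were 1.57 for miR-338-3p against 0 here, 1.97 for miR-592 against 0.32 here, and 1.56 for miR-1306-5p against 0 here. In C19MC the paper's values were −2.38 for miR-1323 against −1.39 here, −2.27 for miR-515-3p against −1.26 here, −2.31 for miR-515-5p against −0.0727 here, and −1.81 for miR-516b-5p against −0.89 here. They were −2.79 for miR-517c-3p against −0.61 here, −2.57 for miR-518b against −1.65 here, −1.47 for miR-518c-5p against −0.27 here, −3.58 for miR-519b-3p against −0.40 here, and −2.07 for miR-519c-3p against −1.10 here. They were −2.55 for miR-519d-3p against −1.62 here, −1.29 for miR-520b against −0.40 here, −2.31 for miR-520c-3p against −1.39 here, and −2.76 for miR-520f-3p against −0.58 here. They were −2.19 for miR-520g-3p against −1.27 here, −2.43 for miR-520h against −1.51 here, −2.14 for miR-525-5p against −1.22 here, and −2.03 for miR-526b-5p against −0.99 here.

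The paper's means equal those of the deposited values, so that a match of these 2 was fixed in advance. Among the alternatives set before the data were examined, the deposited values lay within the paper's for all 27. The lower floor did so for 11 (miR-125b-5p, miR-1323, miR-515-3p, miR-516b-5p, miR-518b, miR-520b, miR-520c-3p, miR-520g-3p, miR-520h, miR-525-5p and miR-526b-5p). The labelled-amount scaling did so for 7 (miR-1323, miR-515-3p, miR-516b-5p, miR-520c-3p, miR-520g-3p, miR-520h and miR-525-5p), and quantile normalization for 6 (miR-125b-5p, miR-516b-5p, miR-520c-3p, miR-520g-3p, miR-520h and miR-525-5p). Without experiment 1 it held for 3 (miR-125b-5p, miR-520c-3p and miR-525-5p), and without experiment 2 for 3 (miR-516b-5p, miR-520c-3p and miR-520h). None of the other alternatives brought any of the 27 within the paper's value.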

Other observations

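The tests of the floor, of the q estimate, of the step in the deposited values, of single experiments, of background correction, of cell-derived RNA, of passage number and of which scalings count were chosen after the results were seen. Those of signal level and other groupings of the arrays were planned.

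The fall of C19MC in substate 2 was weighed against technical sources. With quantile normalization the median relative to all tested miRNAs was −1.31, more than the SD of 0.46 between experiments. This argues against the scaling of the arrays as the whole source. The 75th percentile and labelled-amount scalings left the relative median at −1.10 or lower. They apply 1 factor per array, which cancels in a relative median apart from the floor, so that these 2 are no further test. The correction to 1 ng before the floor, which brought it to 0, was not counted among them, since it puts 86.4% of tested values at the floor; this was decided after the values were seen. With normexp the relative median was −0.0743. Its offset of 50 exceeds the median corrected signal of 26.3 intensity units and narrows the interquartile range of the tested log2 values from 3.65 to 1.26, so that this test decides nothing, and an effect of background correction stays open. Signal level is argued against, as 0.01% of random lists matched on mean signal had a median as far below 0. The real list is counted in this share, which is the smallest that 10000 lists can give. With each experiment left out the median stayed at −0.66 or lower, which argues against a single experiment as the only source. The C19MC median minus that of miR-302/miR-367 was −0.11, −0.92 and −0.88 in the 3 experiments (mean −0.63, SD 0.45). In experiment 1 it fell hardly more than that cluster, and less cell-derived RNA in the medium of substate 2 stays open, as the cells were not analysed here. Passage number rose with substate in every experiment, and within a substate it varies only between experiments. A steady fall with passage as the whole source of the median of −1.09 would need a slope of −0.0801 per passage. Some alternatives would need a steeper slope, as their medians lay further from 0. These medians were −1.90 with the lower floor, −2.23 in the deposited values and −1.67 with labelled amount alone. Over the 3 substate 1 arrays the C19MC median had a slope of 0.0102 (SE 0.0258), but of −0.0938 (SE 0.0748) with labelled amount alone. Relative to all tested miRNAs the slope was 0.0453 (SE 0.0255) in both. Fitted with substate over the 6 arrays, the slope relative to all tested miRNAs was 0.0304 (SE 0.0109). It was 0.0693 (SE 0.0323) with the authors' floor order and 0.0308 (SE 0.0105) with the 75th percentile scaling. With labelled amount alone it was 0.0333 (SE 0.0117), and with processed signals 0.0316 (SE 0.0186). It was 0.0045 (SE 0.0566) with quantile normalization, −0.0559 (SE 0.0645) with the lower floor and −0.0763 (SE 0.0795) in the deposited values. The first values speak against a steady fall and the last do not exclude it, so that passage stays open. A biological difference between substates stays open.

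Of the 10 ways to divide the 6 arrays into 3 and 3, 3 gave a C19MC median as far from 0, and 10 gave as many calls, since all gave 0. The number of miRNAs at an unadjusted p under 0.05 was 109 in the real division and reached by 1 of the 10, the real one. Of the 10, 6 part a single experiment, and with experiment as a block they restate the difference between substates in that experiment, so that they do not test chance. Among the 4 that part every experiment, the real one alone gave a C19MC median as far from 0. The other 3 gave medians of −0.58 to 0.01 and 3 to 19 miRNAs at an unadjusted p under 0.05. As 4 divisions allow no share under 0.25, chance cannot be excluded.

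The count of 0 calls may depend on miRNAs tied at the floor: 13 miRNAs were called among those above the floor on at least 3 arrays, and limma's prior degrees of freedom rose from 1.03 to 4.93. In simulated data of this size limma recovered 66.9% of 4-fold changes over 474 miRNAs, and 84.0% over the miRNAs above the floor on at least 3 arrays. The simulated values were not raised to the floor after the change, so that they do not measure the power for differences cut by the floor.

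The listed miRNAs have a median p of 0.242 in the methods' t-test. A candidate explanation is that the q estimate rests on undetected miRNAs, which share 1 p. With Storey's q over all 2549 human miRNAs the estimated share of unchanged miRNAs was 0.106 and 168 of the 172 listed miRNAs passed, with 0 of the 27 not listed. Over the 629 miRNAs detected on at least 1 array it was 0.431, and 0 of the 172 passed. The legend of Fig. 5 names the 2-fold miRNAs as those tested. With Storey's q over these alone, as estimated here, the 27 miRNAs outside the tables also pass. An estimated share of unchanged miRNAs between 0.0967 and 0.0979, in place of the 0 found here, would pass the 172 and none of the 27, so that this set stays open as well.

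Of the 199 miRNAs at least 2-fold apart in the deposited values, 171 were detected on different numbers of arrays in the 2 substates, and 41 stayed at least 2-fold apart with the common floor. This is consistent with the step between undetected and detected signals as a source of many of these differences, but the common floor also lowers true differences of dim miRNAs, and with the lower floor 54 were higher and 50 lower among the tested. Tables S6 and S7 share 15 miRNAs, listed lower in cells and higher in exosomes, and Tables S5 and S8 share 0. Of the 15, 2 were still at least 2-fold higher with the common floor and 13 were detected on different numbers of arrays, so that the same step may be a source.

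The miR-302/miR-367, miR-371 to miR-373 and chromosome 14q32 families had median log2 differences of −0.33, −0.02 and −0.12, and none passed camera (adjusted p = 0.199, 0.703 and 0.703). The first kept its sign under every alternative. The other 2 turned positive under several, among them processed signals, normexp and 1 ng before the floor (0.56 for both, as for the median of all tested miRNAs).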
